# Sumoylation-deficient phosphoglycerate mutase 2 impairs myogenic differentiation

**DOI:** 10.3389/fcell.2022.1052363

**Published:** 2022-12-14

**Authors:** Yi Zhang, Ilimbek Beketaev, Yanlin Ma, Jun Wang

**Keywords:** phosphoglycerate mutase 2, sumoylation, posttranslational modification, myogenic differentiation, mitochondrial function

## Abstract

Phosphoglycerate mutase 2 (PGAM2) is a critical glycolytic enzyme that is highly expressed in skeletal muscle. In humans, naturally occurring mutations in Phosphoglycerate mutase 2 have been etiologically linked to glycogen storage disease X (GSDX). Phosphoglycerate mutase 2 activity is regulated by several posttranslational modifications such as ubiquitination and acetylation. Here, we report that Phosphoglycerate mutase 2 activity is regulated by sumoylation—a covalent conjugation involved in a wide spectrum of cellular events. We found that Phosphoglycerate mutase 2 contains two primary SUMO acceptor sites, lysine (K)49 and K176, and that the mutation of either K to arginine (R) abolished Phosphoglycerate mutase 2 sumoylation. Given that K176 is more highly evolutionarily conserved across paralogs and orthologs than K49 is, we used the CRISPR-mediated homologous recombination technique in myogenic C2C12 cells to generate homozygous K176R knock-in cells (PGAM2^K176R/K176R^). Compared with wild-type (WT) C2C12 cells, PGAM2^K176R/K176R^ C2C12 cells exhibited impaired myogenic differentiation, as indicated by decreased differentiation and fusion indexes. Furthermore, the results of glycolytic and mitochondrial stress assays with the XF96 Extracellular Flux analyzer revealed a reduced proton efflux rate (PER), glycolytic PER (glycoPER), extracellular acidification rate (ECAR), and oxygen consumption rate (OCR) in PGAM2^K176R/K176R^ C2C12 cells, both at baseline and in response to stress. Impaired mitochondrial function was also observed in PGAM2^K176R/K176R^ P19 cells, a carcinoma cell line. These findings indicate that the PGAM2-K176R mutation impaired glycolysis and mitochondrial function. Gene ontology term analysis of RNA sequencing data further revealed that several downregulated genes in PGAM2^K176R/K176R^ C2C12 cells were associated with muscle differentiation/development/contraction programs. Finally, PGAM2 with either of two naturally occurring missense mutations linked to GSDX, E89A (conversion of glutamic acid 89 to alanine) or R90W (conversion of arginine 90 to tryptophan), exhibited reduced Phosphoglycerate mutase 2 sumoylation. Thus, sumoylation is an important mechanism that mediates Phosphoglycerate mutase 2 activity and is potentially implicated in Phosphoglycerate mutase 2 mutation-linked disease in humans.

## Introduction

Phosphoglycerate mutases (PGAMs) are a group of critical enzymes that convert 3-phosphoglycerate (3-PG) to 2-phosphoglycerate (2-PG) (Fothergill-Gilmore and Watson, 1989) in the glycolytic pathway. By controlling the amount of 3-PG and 2-PG in cells, PGAMs play an important role in glycolysis and the biosynthesis of molecules essential for normal cellular function and survival. The PGAM family contains three members: PGAM1, the brain isoform (also named PGAM-B); PGAM2, the muscle isoform (also named PGAM-M); and PGAM3 (also named PGAM4), the testes isoform (Okuda et al., 2012). Among these three isoforms, PGAM3 is derived from the retrotransposition of the *PGAM1* gene and is believed to be functional (Betran et al., 2002; Okuda et al., 2012). PGAM2 is the only gene among these three that is etiologically linked to glycogen storage disease X (GSDX) in humans. Two naturally occurring missense mutations of PGAM2 have been identified: the mutation of glutamic acid residue 89 to alanine (E89A) and the mutation of arginine residue 90 to tryptophan (R90W) (Naini et al., 2009). PGAM2 is highly enriched in heart and skeletal muscle. (Shanske et al., 1987). In mice that conditionally express PGAM2 in the heart, no discernible phenotypes were observed while at homeostasis. However, the tricarboxylic acid (TCA) cycle was altered in these mice, (Okuda et al., 2013), and they developed systolic dysfunction in response to pressure overload (Okuda et al., 2013). Although PGAM2 is highly expressed in skeletal muscle, it remains unknown whether and how PGAM2 plays a role in myogenic differentiation, a critical process in muscle development and regeneration after injury.

Studies in cancer cells have shown that PGAM2 plays a significant role in the Warburg effect (Mikawa et al., 2020) (i.e., increased glycolysis, a characteristic of cancer cells). However, PGAM2 is one of few energy metabolism–related enzymes that does not undergo transcriptional regulation by heat-induced factor 1 alpha (HIF1a), which is a master regulator of energy metabolism in cancer cells under hypoxia (Mimeault and Batra, 2013; Nagao et al., 2019). Therefore, posttranslational modifications (PTMs) have been speculated to mediate PGAM2 activity. Indeed, acetylation of lysine 100 (K100) on PGAM2 suppresses its activity, whereas deacetylase sirtuin 2 (Sirt2) deacetylates and stimulates PGAM2 activity (Xu et al., 2014). Moreover, PGAM2 acetylation is mediated by oxidative stress, which potentiates Sirt2 activity and decreases PGAM2 acetylation (Xu et al., 2014). In addition, ubiquitination of PGAM2 mediated by Mdm2 promotes PGAM2 degradation *in vitro* (Mikawa et al., 2014).

Conjugation by small ubiquitin-like modifiers (SUMOs), called SUMO conjugation or sumoylation, is the covalent attachment of SUMO proteins to substrates through enzymatic cascades. The SUMO family has five SUMO isoforms, namely SUMO-1, -2, -3, -4, and -5. At the amino acid level, SUMO-1 exhibits high homology with SUMO-5, and SUMO-2 exhibits high homology with SUMO-3, whereas SUMO-1 shares approximately 45% similarity with SUMO-2/3 (Diao et al., 2009; Liang et al., 2016). Although SUMO-4 is non-conjugable in its natural form (Owerbach et al., 2005), it is believed to play a role in some diseases such as diabetes mellitus (Bohren et al., 2004; Aribi, 2008). SUMO-1 and SUMO-2/3 have common but also distinct targets (Vertegaal et al., 2006) and therefore may play different roles in cellular events and disease pathogenesis. For instance, HDAC1 is targeted by SUMO-1 but not by SUMO-2 in the myogenic C2C12 cell line (Joung et al., 2018).

SUMO conjugation has emerged as a versatile PTM involved in a wide spectrum of cellular events that may contribute to disease pathogenesis. For example, several naturally occurring mutants of Zic3, a transcription factor involved in congenital malformations such as neural tube defects, display deficient SUMO conjugation (Chen et al., 2013). In addition, studies have shown an important role for SUMO conjugation in myogenic differentiation and myotube fusion. In support of this, the knockdown of Ubc9, which is the sole E2 in the sumoylation pathway, severely impairs the terminal differentiation of C2C12 cells without affecting the expression of critical muscle-related factors such as MyoD and myogenin (Riquelme et al., 2006). Furthermore, suppression of Nse2, which is a SUMO E3 ligase, delays myogenic differentiation (Berkholz et al., 2014). Intriguingly, while levels of SUMO-1 and SUMO-2/3 conjugation increase in confluently cultured C2C12 cells, myogenic differentiation reduces global SUMO conjugation (Liu et al., 2020). At the individual SUMO substrate level, HDAC1 sumoylation dissociates HDAC1 from MyoD, thereby releasing its inhibition of MyoD and promoting myogenesis (Joung et al., 2018). Together, these observations support the premise that SUMO conjugation plays an important role in myogenic differentiation.

We report here that PGAM2 is modified by SUMO-1 on two highly conserved lysine residues, K49 and K176. In C2C12 cells with the homozygous knock-in of K176R, myogenic differentiation and mitochondrial function were impaired. Moreover, PGAM2 with naturally occurring missense mutations that are etiologically linked to GSDX in humans resulted in decreased sumoylation compared with wild-type PGAM2. Our findings support that sumoylation is an important PTM that regulates PGAM2 activity.

## Materials and methods

### Antibodies and reagents

Horseradish peroxidase (HRP)-conjugated β-actin antibody (Cat# sc-47724, 1:20000) was from Santa Cruz Biotechnology, Inc. (Dallas, TX, United States). Rabbit anti-PGAM2 antibody (Cat# A7917, 1:1000) was from ABclonal (Manhattan Beach, CA, United States). The rabbit anti-caveolin 3 antibody (Cat# NB110-502, 1:5000) was from Novus Biologicals (Centennial, CO, United States). The anti-sarcomeric α-myosin heavy chain (α-MHC) antibody MF20 (Cat#14-6503-82, 1:500) was obtained from eBioscience, Inc. (San Diego, CA, United States). HRP-conjugated HA antibody (anti-HA-HRP, Cat# A00169, 1:1000) was from Genscript (Piscataway, NJ, United States). The fluorophore-conjugated secondary antibodies Alexa Fluor^®^ 546 (goat anti-mouse, Cat# A-11003, 1:500), lipofectamine 2000, lipofectamine 3000, V5-HRP, and NuPAGE precast gels were from ThermoFisher Scientific (Carlsbad, CA, United States). T4 polynucleotide kinase, QuickLigase kit, DH5α cells, and NEBNext High-Fidelity 2xPCR Master Mix were from New England Biolabs (Ipswich, MA, United States). The QuickChange II XL site-directed mutagenesis kit was purchased from Agilent (La Jolla, CA, United States). ECL Plus was from GE Healthcare (Chicago, IL, United States). M2-HRP, Immobilon™ Western, and polyvinylidene difluoride (PVDF) membrane were from MilliporeSigma (Temecula, CA, United States). Nickel-nitrilotriacetic acid (Ni-NTA) beads and Mini Prep Kits were purchased from Qiagen (Germantown, MD, United States). Dulbecco’s Modified Eagle’s Medium (DMEM) was purchased from Corning, Inc. (Corning, NY, United States). Fetal bovine serum (FBS) was purchased from Atlanta Biologicals (Flowery Branch, GA, United States).

### Plasmid constructs

Expression vectors encoding HA-his_6_-tagged SUMO-1 wild-type (WT) (HA-SUMO-1-wt) and HA-his_6_-tagged SUMO-1-ΔGG mutant (HA-SUMO-1-ΔGG-mut, deficient for conjugation); HA-his_6_-tagged SUMO-2-WT (HA-SUMO-2-wt) and HA-his_6_-tagged SUMO-2-ΔGG mutant (HA-SUMO-2-ΔGG-mut, deficient for conjugation); flag-tagged SUMO-1-WT (flag-SUMO-1-wt) and flag-tagged SUMO-1-ΔGG-mut (flag-SUMO-1-ΔGG-mut); flag-tagged SUMO-2-WT (flag-SUMO-2-wt) and flag-tagged SUMO-2-ΔGG mut (flag-SUMO-2-ΔGG-mut); flag-tagged SENP2-WT and SENP5-WT and enzymatically inactive mutants (flag-SENP2-wt, flag-SENP2-mut, flag-SENP5-wt, flag-SENP5-mut); and HA-tagged PIAS1, 2α, 2β, 3 and 4 were described previously (Wang, 2010; Chen et al., 2013; Beketaev et al., 2014; Kim et al., 2015a). The V5-his_6_-tagged PGAM2 expression vector was generated by performing PCR amplification of mouse PGAM2 cDNA (Clone# 4235174) from Horizon Discovery (St. Louis, MO, United States) by using the following two oligos: forward, 5′ CAC​TAG​TCC​AGT​GTG​GTG​GAA​TTC​atg​acc​acc​cac​cgc​cta​gt 3′, and reverse 5′ TTC​GAA​GGG​CCC​TCT​AGA​CTC​GAG​ctt​cgc​ctt​tcc​ctg​ggc​a3′, followed by subcloning into pcDNA4A-V5-his_6_ vector with EcoRI and XhoI sites (designated as PGAM2-V5-his). Similarly, the HA-tagged PGAM2 expression vector (HA-PGAM2) was generated by performing PCR amplification of mouse PGAM2 cDNA by using the following oligos: forward, 5′AGC​CTG​GGA​GGA​CCT​TCT​AGA​atg​acc​acc​cac​cgc​cta​gt3’; and reverse 5′CCC​TGA​AGT​TCT​CAG​GAT​CCt​cac​ttc​gcc​ttt​ccc​tgg​gca3′, followed by subcloning into PCGN vector with XbaI and BamHI sites. Point mutations on PGAM2 cDNA, K49R, K146R, and K176R, were generated by using the QuickChange II XL site-directed mutagenesis kit with the following oligos (only forward sequences are shown with the capital letters indicating the mutated sites): K49R, 5′cca​ccg​cta​tca​aag​atg​ccA​GGa​tag​agt​ttg​aca​tct​gct​ac3’; K146R, 5′gac​cgc​cgc​tat​gca​ggc​ttg​AGG​cct​gag​gag​ctg​cct​acc​tg3’; K176R, and 5′gga​gat​cgc​acc​taa​gat​taG​ggc​tgg​cca​gag​agt​gct​tat​tg3’.

### Cell culture and transfection

HeLa (human), C2C12 (mouse, myogenic), and P19 (mouse, cancerous) (ATCC, United States) cell lines were used in this study. HeLa cells were maintained in DMEM containing 10% FBS supplemented with 1% gentamycin. P19 cells were maintained in 1X alpha minimum essential medium (Corning, United States) containing 10% FBS supplemented with 1% gentamycin (Gibco, United States). C2C12 cells were maintained in regular growth medium (GM; DMEM containing 20% FBS and 1% penicillin and streptomycin; Gibco, United States). All C2C12 cells were used within 25 passages. All transfections were performed by using lipofectamine 2000 or 3000 according to the protocols provided by the manufacturer.

### Generation of homozygous PGAM2-K176R knock-in C2C12 and P19 cell lines

We used the CRISPR-Cas9–based homologous recombination strategy to generate homozygous PGAM2-K176R knock-in (PGAM2^K176R/K176R^) C2C12 and P19 cell lines, respectively. The following pair of complementary oligos harboring 20-nucleotide guide RNA sequences was used to generate guide RNA (gRNA): forward 5′CAC​CGATC​GCA​CCT​AAG​ATT​AAG​GC3′ and reverse 5′AAA​CGCC​TTA​ATC​TTA​GGT​GCG​ATC3’. 

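The guide, ATCGCACCTAAGATTAAGGC, matches Pgam2 (ENSMUSG00000020475), which encodes the muscle isoform of phosphoglycerate mutase, an enzyme of glycolysis. In GRCm38 (mm10) Pgam2 lies on the minus strand of chromosome 11, from 5801640 to 5803733, and its transcript ENSMUST00000020768.3 has 3 exons. The guide reads along the coding strand and covers positions 5803064 to 5803083 of exon 2, within the coding sequence. The next 3 bases on the same strand are TGG, at 5803061 to 5803063, which fits the NGG motif that Cas9 needs beside its target. The codon of K176, AAG for lysine, occupies positions 5803066 to 5803068 and so lies inside the guide's match. All 141767 annotated transcripts of GENCODE M21 were searched for the 20 bases with up to 3 mismatches and an adjoining NGG. Only 1 gene had such a site, Pgam2 itself, with 0 mismatches. Introns and the sequence between genes were not searched.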

The guide oligo was subcloned into pX458 as previously described (Zhang et al., 2020). Briefly, these two complementary oligos (100 μM) were phosphorylated by T4 polynucleotide kinase, annealed by boiling for 10 min, and left at room temperature overnight. Then, the annealed oligos were ligated into the *Bbs*I-cut pX458 by using the QuickLigase Kit. The resulting construct (pX458-K176R-KI-gRNA) was transformed into competent DH5α cells and verified by performing Sanger sequencing. The 320-bp donor DNA sequence (CAA​AAG​CGA​AAT​GTT​CCT​GTG​CCC​TTG​TCC​CCA​GGA​CCG​CCG​CTA​TGC​AGG​CTT​GAA​GCC​TGA​GG AGCT​GCC​TAC​CTG​TGA​AAG​TCT​CAA​GGA​CA C​CAT​TGCC CG​GGC​TTT​GCC​CTT​CTG​GAA​TGA​GGA​GAT​CGC​A CC​TAA​GAT​TCG​CGC​TGG​CCA​GAG​AGT​GCT​TAT​TG C​AGC​CCA​TG G​GAA​CAG​CCT​TCG​GGG​CAT​TGT​GAA​ACA​TCT​GGA​AGG​T GA​GGC​CTA​CTC​TCA​GGA​AAG​ATG​TG A​GAC​AGA​AAC​CA C​TGC​GGT​TCA​TTG​GTT​TCA​GCT​ATT​TTA ​CAG​ATG​TCA​G GG​TTT​CAG​AAG​TTG​ATG​GAG​GCA​GGA​GT) contained a K176R (underscored cgc, K→R) point mutation and a novel restriction site, HinP1, that cuts GCGC (bold) without affecting the amino acid sequence. 

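The donor spans the whole of exon 2 of Pgam2, 181 bp from 5802999 to 5803179 of chromosome 11, with 34 bp of intron before it and 105 bp after it in the direction of transcription. Within the exon, the donor differs from the reference at 3 bases, A526C, A527G and G528C, with positions counted from the A of the start codon. All 3 lie in the codon of K176 and turn AAG, for lysine, into CGC, for arginine. Around this codon the reference reads GCACCTAAGATTAAGGCTGGCCAGAGA and the donor reads GCACCTAAGATTCGCGCTGGCCAGAGA. The change brings in GCGC, of which the reference exon has 0 copies and the donor exon 1. The coding sequence is 762 bp long, stop codon included, and encodes 253 amino acids. Exon 1 (5803275 to 5803733, 459 bp) and exon 3 (5801640 to 5801839, 200 bp) lie outside the donor. The intron parts of the donor were not compared with the reference, because transcript sequences alone were used here.

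**Figure D1:**
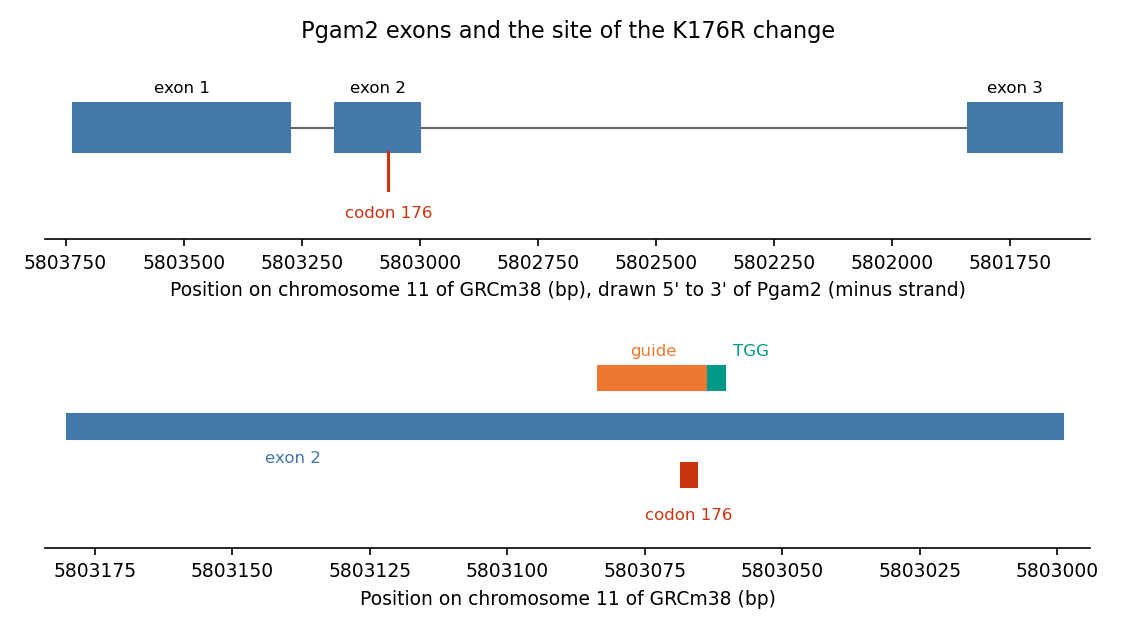
Map of Pgam2 on chromosome 11 of GRCm38, with position in bp on the x axis, the 3 exons as boxes, and exon 2 enlarged to show the guide's match, the adjoining TGG and the codon of K176. This codon, at 5803066 to 5803068, lies within the match of the guide, 5803064 to 5803083.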

Restriction enzyme cutting at the HinP1 cut site divided the 320-bp donor DNA sequence into two fragments of 148 and 172 bps, which were visualized as two bands between 100 and 200 bp in 1% agarose. The WT control allele was left uncut. Therefore, the HinP1 restriction site allowed us to screen for heterozygous and homozygous PGAM2^K176R/K176R^ cells. The donor DNA template was amplified by PCR using the following two oligos: forward, 5′ CAA​AAG​CGA​AAT​GTT​CCT​GTG​C3′, and reverse, 5′ACT​CCT​GCC​TCC​ATC​AAC​TTC3’. The pX458-K176R-KI-gRNA and the donor DNA template were co-transfected into C2C12 and P19 cells with lipofectamine 3000, and single green fluorescent protein (GFP)-positive clones were sorted by using flow cytometry. C2C12 and P19 cell clones homozygous for the PGAM2-K176R KI mutation were identified by using PCR and then HinP1 enzyme cutting, followed by confirmation with Sanger sequencing.

### Nickel affinity chromatography

We performed sumoylation assays *in vivo* as detailed previously (Wang et al., 2008). Then, nickel nitriloacetic acid (Ni-NTA) affinity chromatography was performed according to the protocol described previously (Kim et al., 2015b). Briefly, V5-his-tagged WT and mutant PGAM2 were transfected into HeLa and C2C12 cells in the absence or presence of the vectors encoding SUMO-1-wt, SUMO-1-ΔGG-mut, SUMO-2-wt, or SUMO-2-ΔGG-mut, as needed. After 48 h, cells were lysed and sonicated in 6 M guanidine buffer, and his_6_-tagged PGAM2 was immobilized on Ni-NTA beads and eluted by elution buffer (200 mM imidazole, 5% sodium dodecyl sulfate, 0.15 M Tris [pH 6.7], 30% glycerol, 0.72 M 2-mercaptoethanol). Western blot analysis was used for analyzing the eluted proteins with anti-V5-HRP to reveal modified proteins.

### Myogenic differentiation

Myogenic differentiation was induced in C2C12 cells by using a standard protocol. Briefly, C2C12 cells were cultured in GM containing 20% FBS for 2 days until they reached 90%–100% confluency. Then, GM was replaced by differentiation medium (DM) containing 2% horse serum to induce the myogenic differentiation of C2C12 cells. DM was replenished every 48 h, and C2C12 cells were fixed or lysed at different time points during differentiation [day 0 (no differentiation), day 2, day 4, and day 6] for immunofluorescence staining or Western blot analysis (see below).

### Immunofluorescence staining

C2C12 cells cultured on coverslips were fixed in 4% formaldehyde for 10 min, washed in 1X phosphate-buffered saline (PBS) three times, and incubated with the anti-sarcomeric α-myosin heavy chain (α-MHC) antibody MF20 (1:500) (Cat# 14-6503-82, eBioscience, United States) at 4°C overnight. After that, cells were incubated with the Alexa Fluor 547 goat anti-mouse secondary antibody. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI). Differentiated C2C12 cells were evaluated for the differentiation index and fusion index, respectively. The differentiation index was defined as the total number of nuclei in differentiating cells (i.e., number of α-MHC–positive cells divided by the total number of nuclei × 100%). The fusion index was defined as the number of nuclei per differentiated myotube. Cells were scored from at least three randomly selected fields per sample under ×20 magnification from at least 4 independent samples per group. Images were captured by using a confocal fluorescence microscope for image presentation and quantification.

### Western blot analysis

Western blotting was performed as previously described (Kim et al., 2015b). Briefly, 20–60 µg of whole-cell lysates were boiled and separated in 4%–12% Bis-Tris plus sodium dodecyl sulfate (SDS) polyacrylamide gel electrophoresis (PAGE) gels (ThermoFisher Scientific, United States), transferred to PVDF membranes, and incubated with antibodies against PGAM2, caveolin 3, or Myf5 at 4°C overnight. Then, membranes were incubated with the appropriate HRP-conjugated secondary antibody at room temperature for 1 h, or directly incubated with β-actin-HRP, flag-HRP, HA-HRP, or V5-HRP, as appropriate at 4°C overnight. The protein bands were visualized with chemiluminescence by using ECL Plus or Immobilon™ Western, according to the intensity of signal obtained from the preliminary tests. The specific protein bands were quantified by using software ImageJ, and protein levels were normalized to those of β-actin.

### Co-immunoprecipitation (co-IP)

Co-IP was performed as previously described (Beketaev et al., 2014; Kim et al., 2015b). Briefly, C2C12 cells were transfected with HA-PGAM2-wt and either PGAM2-wt-V5-his or PGAM2-K176R-V5-his, followed by co-IP with an anti-V5 antibody or IgG (control). The precipitates were subjected to Western blotting as described above. Immunoblotting was performed with anti-V5-HRP and anti-HA-HRP.

### RNA sequencing analysis

Total RNA was purified from cells by using Trizol reagent (ThermoFisher Scientific, United States). mRNA extraction, library preparation, quality control, sequencing, and data analysis were performed by Novogene (www.novogene.com). Briefly, mRNA was extracted from total RNA by using poly-T oligo-attached magnetic beads. A library was generated and examined with Qubit and qPCR for quantification and a bioanalyzer for quality control. Library preparations were sequenced on an Illumina platform and paired-end reads were generated. Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed by using the DESeq2 R package (1.20.0). Genes with an adjusted *p*-value (padj) < 0.05 were considered differentially expressed genes (DEGs). An absolute fold-change of 2 (i.e., |log2 fold change| >1) was set as the threshold for significant differential expression.

### Reverse transcription and quantitative PCR

Total RNA was purified as mentioned above, and reverse transcription (RT) was performed using SuperScript™ First-Strand Synthesis System (Cat#18091050, ThermoFisher Scientific, United States). qPCR was performed on QuantStudio 6 Flex (Applied Biosystems). GAPDH was used as an internal control. The oligos for qPCR were designed by the primer bank (www.pga.mgh.harvard/edi/primerbank), and their sequences are shown below (all from 5′ to 3′): myh4: forward CTT​TGC​TTA​CGT​CAG​TCA​AGG​T; reverse AGC​GCC​TGT​GAG​CTT​GTA​AA; PGAM2: forward, TCT​GGA​GGC​GTT​CCT​TTG​AC; reverse, CTT​GAG​ACT​TTC​ACA​GGT​AGG​C; PGAM1: forward, AGG​ATC​GCA​GGT​ACG​CAG​A; reverse, CTC​CAG​ATG​CTT​AAC​GAT​GCC; GAPDH: forward, TGG​CCT​TCC​GTG​TTC​CTA​C; reverse, GAG​TTG​CTG​TTG​AAG​TCG​CA.

### Measurements of glycolytic and mitochondrial functions

Metabolic analysis of WT and PGAM2 mutant C2C12 cells and P19 cells was conducted by using a Seahorse XFe96 Extracellular Analyzer according to the manufacturer’s protocols. Briefly, 15,000 C2C12 cells or 10,000 P19 cells were seeded into assay plates containing normal cell culture media and were cultured in the incubator at 37°C and 5% CO_2_ overnight. The next day, the media was changed to assay media (i.e., Seahorse XF DMEM [pH 7.4] without phenol red, supplemented with 1 mM sodium pyruvate, 10 mM glucose, and 2 mM glutamine). The Agilent Seahorse Glycolytic Rate Assay Kit was used to measure the real-time extracellular acidification rate (ECAR) and oxygen consumption rate (OCR), which were used to determine the glycoPER. Three measurements of basal rates were recorded, followed by rotenone/antimycin A (Rot/AA) injections, which inhibit mitochondrial oxygen consumption and therefore the release of CO_2_-derived protons. Next, 2-depxy-d-glucose (2-DG) was injected, which inhibited glycolysis through the competitive binding of glucose hexokinase, the first enzyme in the glycolytic pathway. The Seahorse XF Glycolytic Rate Assay Report Generator and Wave software were used to calculate all parameters including PER. Additionally, the Agilent Seahorse Cell Mito Stress Test kit was used to record OCR and ECAR. OCR was recorded at baseline and at 6-min intervals after three injections (oligomycin, FCCP, and Rot/AA, respectively). Basal respiration, proton leak, maximal respiration, spare respiratory capacity, non-mitochondrial oxygen consumption, ATP production, coupling efficiency, and spare respiratory capacity (primary determinants of mitochondrial function) were calculated by using the Seahorse XF Cell Mito Stress Test Report Generator/Wave software.

### Statistical analysis

Data are presented as the mean ± standard deviation. One-way analysis of variance (ANOVA) followed by Duncan’s test was used for comparing data among multiple groups. The Mann-Whitney non-parametric *U* test was used for comparing data between two groups. A *p*-value less than 0.05 was considered statistically significant.

## Results

### PGAM2 is a SUMO-1 substrate

We first explored whether PGAM2 is a SUMO substrate. PGAM2-V5-his was transfected into HeLa cells alone or with expression vectors encoding HA-SUMO-1-wt, HA-SUMO-1-mut, HA-SUMO-2-wt, or HA-SUMO-2-mut, respectively. When we performed Ni-NTA pulldown assays with the transfected cell line extracts, we observed a slowly migrating band in the PGAM2-V5-his + flag-SUMO-1-wt lane but not in the PGAM2-V5-his + HA-SUMO-1-ΔGG-mut lane (compare lanes 2 and 3, upper panel, red arrow, Figure 1A), indicating that PGAM2 was modified by SUMO-1. As expected, the SUMO-1-wt lane but not the SUMO-1-ΔGG-mut lane contained high molecular weight (HMW) conjugates (lower panel, compare lanes 2 and 3; Figure 1A). PGAM2 was only weakly modified by HA-SUMO-2-wt (compare lanes 2 and 4, upper panel, red asterisk, Figure 1A). These findings indicate that PGAM2 is a strong substrate of SUMO-1 but a weak substrate of SUMO-2.

**FIGURE 1:**
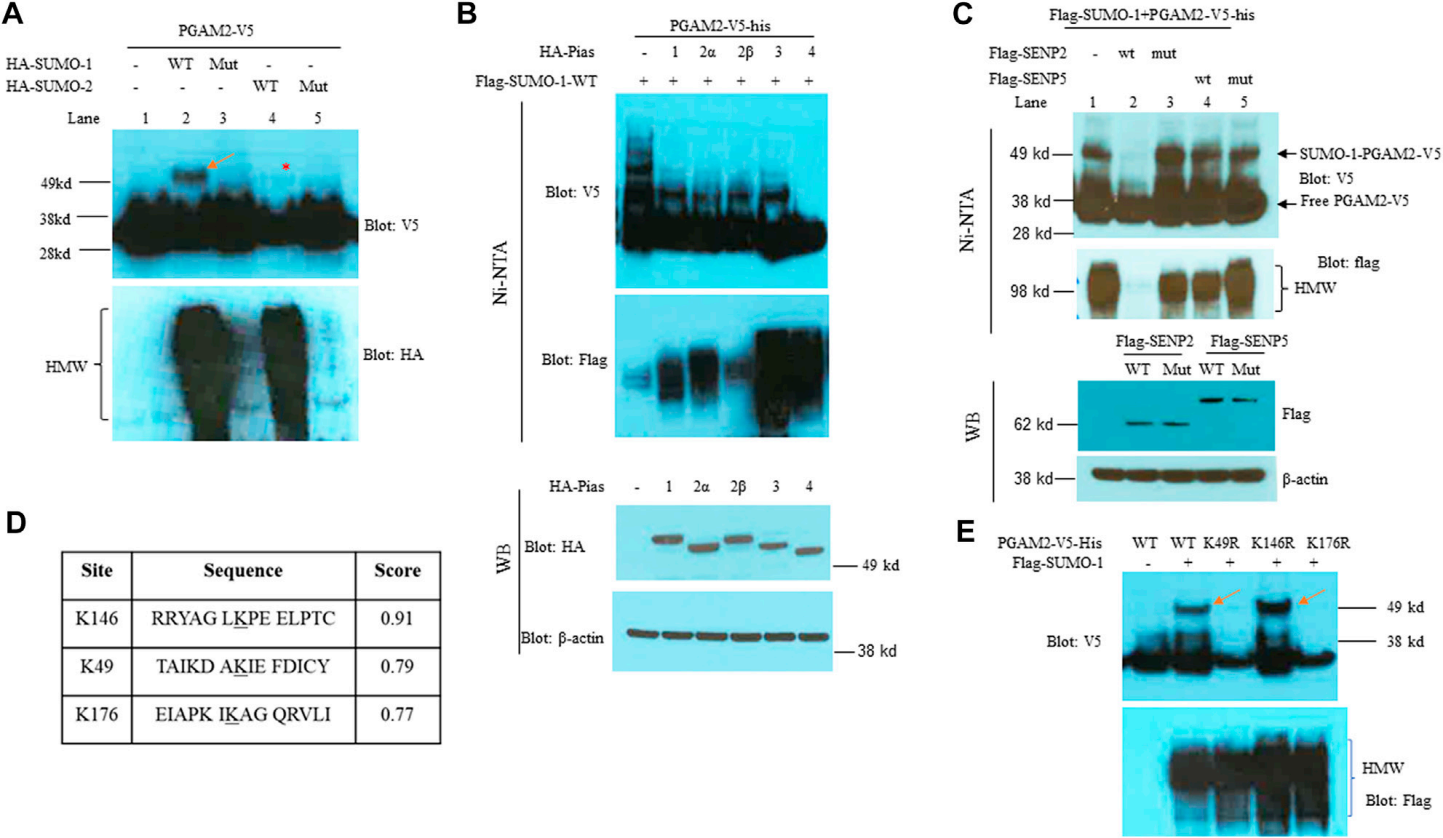
PGAM2 is a SUMO-1 substrate with SUMO acceptor sites at K49 and K146. **(A)** Results of Ni-NTA pulldown experiments performed in HeLa cells transfected with PGAM2-V5-his and one of the following expression vectors: HA-SUMO-1-wt, mut (i.e., deficient for conjugation), HA-SUMO-2-wt, or HA-SUMO-2-mut, as indicated. The top panel was probed with V5-HRP, and the bottom panel was probed with HA-HRP. Notably, the strong, slowly migrating band (red arrow) was observed only in the presence of both PGAM2-V5-his and HA-SUMO-1-wt, and the weak, slowly migrating band (red asterisk) was observed in the presence of both PGAM2-V5-his and HA-SUMO-1-wt. **(B)** Pias family proteins do not promote SUMO moiety conjugation to PGAM2. Top two panels: Ni-NTA pulldown experiments were performed in HeLa cells transfected with PGAM2-V5-his and flag-SUMO-1-wt in the presence of Pias family proteins, as indicated. Lower two panels: Western blot analysis was performed to evaluate the expression levels of HA-tagged Pias family proteins after the transfection of HeLa cells. β-actin was used as an internal control. **(C)** SENP2-wt deconjugates SUMO1-conjugated PGAM2. Ni-NTA pulldown experiments were performed as described above with the indicated expression vectors. Note that SUMO1-PGAM2 disappeared only in the lane with the presence of flag-SENP2-wt but in not others (top panel). The second panel shows that flag-SENP2-wt also abolishes global SUMO-1 conjugation. Western blot analysis was performed to reveal the comparable expression of flag-SENP2-wt, flag-SENP2-mut, flag-SENP5-wt, and flag-SENP5-mut (third panel). β-actin was used as a loading control (the bottom panel). **(D)** SUMO plot shows the different scores for the predicted sumoylation sites on PGAM2 (K146, K49, and K176). **(E)** Ni-NTA pulldown experiments were performed in HeLa cells transfected with vectors encoding PGAM2-wt or one of its point mutants, K49R, K146R, or K176R, together with flag-SUMO-1 expression vector. SUMO-conjugated PGAM2 is indicated with red arrows. HMW, high molecular weight conjugates.

SUMO conjugation may be potentiated by SUMO E3 ligases. Since Pias proteins are well recognized SUMO E3 ligases (Wang et al., 2008; Wang, 2010), and also play a role in myogenic differentiation (Diao et al., 2009), we examined whether Pias proteins function as an E3 ligase for PGAM2 sumoylation. After HeLa cells were transfected with PGAM2-V5-his + flag-SUMO-1-wt in the presence of one of five PIAS family members (Pias 1, 2α, 2β, 3, or 4), we performed Ni-NTA chromatography to examine PGAM2 sumoylation. The Pias proteins were expressed at comparable levels (bottom two panels, Figure 1B), and as expected, they enhanced global sumoylation to different extents (HMW, second panel, Figure 1B). Intriguingly, the levels of the slow-moving sumoylated band of PGAM2 were significantly decreased by Pias 1, 2α, 2β, and 3, and completely lost in the presence of Pias 4 (top panel, Figure 1B). We also examined whether SENP2 (a general peptidase) or SENP5 (a more restricted peptidase) deconjugated SUMO-1–conjugated PGAM2. Flag-SENP2-wt but not flag-SENP5-wt deconjugated SUMO-1–conjugated PGAM2 (compare lanes 2 and 4, top panel, Figure 1C). SENP2-wt also abolished global SUMO-1 conjugation (second panel, Figure 1C). Flag-SENP2-mut and flag-SENP5-mut, both enzymatically deficient and equivalently expressed, had no significant effects on PGAM2 sumoylation (lanes 3 and 5, Figure 1C).

The bioinformatics tool SUMOplot revealed three potential SUMO acceptor sites on PGAM2 at K146, K49, and K176, with a score of 0.91, 0.79, and 0.77, respectively (Figure 1D). To examine sumoylation at these sites, we mutated each lysine to arginine to generate PGAM2-K49R, PGAM2-K146R, and PGAM2-K176R mutants expressed on the V5-his vector. When we performed *in vivo* sumoylation assays, we found that K49R and K176R mutations but not the K146R mutation substantially reduced PGAM2 sumoylation (top two panels, Figure 1E). As expected, overexpression of flag-SUMO-1-wt increased global sumoylation (i.e., HMW conjugates) in each group (bottom panel, Figure 1E). These findings indicate that K49 and K176 are both primary SUMO acceptor sites on PGAM2.

### PGAM2 expression increases during myogenic differentiation

As mentioned above, PGAM2 is highly expressed in skeletal muscle, and mutations in PGAM2 have been linked to GSDX. However, whether PGAM2 is implicated in myogenic differentiation has remained unknown. 

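C2C12 is a mouse myoblast line that divides in growth medium and fuses into multinucleated myotubes once growth factors are withdrawn. RNA of WT C2C12 cells was sequenced before differentiation (d0) and at differentiation day 4 (d4), with 3 libraries at each day. The methods of the paper give 2 biological replicates per condition and the legend of Figure 2A gives 3 per group, which is the number analyzed here. Messenger RNA had been captured with poly-T beads, and paired-end reads were generated on an Illumina platform. The submitters' processing notes name mm10 and DESeq2 1.20.0, and the aligner and the counting tool are not given in the sources used here. The authors deposited a table per group with read counts per gene and FPKM (fragments scaled by gene length and by a divisor per library). These tables list 23954 genes at d0 and 24787 genes at d4, of which 21774 are listed at both days. In the table of the WT d4 libraries, the 3 count columns carry the names of the mutant d4 libraries and equal their counts for all 24787 genes, so they were not used. Reads of the WT d4 libraries were therefore worked back from their FPKM, which gave whole numbers within 0.01 reads for 100% of the genes. The same step applied to the other 9 libraries returned the deposited counts of every gene. Depth was 20823648 to 21412560 reads per library at d0 (median 21385344) and 16165803 to 19991460 reads at d4 (median 19549729). The days were compared with edgeR's quasi-likelihood test on reads, over 14336 genes that passed its filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Of these genes, 1800 were higher and 1863 were lower at d4. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and their calls for the sarcomere and for excitation-contraction coupling also held with an estimated correlation. FPKM of the days were scaled separately by the authors, so fold changes in FPKM between days carry that scaling. How the replicates, which the methods call biological, were grown is not given in the sources used here, so p-values measure the spread between these libraries.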

We first examined the transcription of *PGAM2* during myogenic differentiation by performing RNA sequencing analysis. PGAM2 transcript levels were significantly increased in differentiation day (d)4 C2C12 cells compared with non-differentiated d0 cells (*p* < 0.001, Figure 2A), whereas transcript levels of *PGAM1*, another member of the PGAM family, were not significantly changed during myogenic differentiation. 

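Pgam2 transcripts rose 42.4-fold, from 3.005 ± 0.253 FPKM at d0 to 127.5 ± 5.09 FPKM at d4 (mean ± SD, n = 3 libraries at each day). Pgam1, which encodes the phosphoglycerate mutase found in most other tissues, was lower at d4, at 0.40 times its d0 level. Its mean was 182 ± 32.5 FPKM at d0 and 72.8 ± 6.74 FPKM at d4 (SD, n = 3 at each day). Across all genes tested, Pgam2 had a log2 fold change of 5.47 (standard error 0.12, adjusted p = 8.39e-16 from edgeR). Pgam1 (ENSMUSG00000011752, chromosome 19 of mm10 from 41911871 to 41918664) had a log2 fold change of -1.26 (standard error 0.11, adjusted p = 7.66e-08 from edgeR). In every d4 library Pgam2 was above, and Pgam1 below, its level in every d0 library (exact permutation test, 2-sided, p = 0.1 for each gene, the smallest that 3 libraries against 3 allow). In CPM after TMM normalization over both days, the ratios of d4 to d0 were 43.0 for Pgam2 and 0.405 for Pgam1.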

As expected, transcript levels of *MYH4*, a myogenic marker, were increased during myogenic differentiation (*p* < 0.001, Figure 2A). These findings were further confirmed by performing RT-qPCR) (Figure 2B). 

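Myh4, which encodes a fast skeletal myosin heavy chain, rose 255-fold, from 0.154 ± 0.0669 FPKM at d0 to 39.3 ± 2.05 FPKM at d4 (SD, n = 3 at each day), and 258-fold in CPM after TMM normalization. It was part of a broad rise of contractile genes. Of 44 tested genes of the sarcomere, 43 were higher and 0 were lower at d4, with a median log2 fold change of 6.35. Of 28 genes of excitation-contraction coupling and the neuromuscular junction, 27 were higher and 0 were lower, with a median of 5.00. Genes of the cell cycle from S to M phase went the other way, with 32 of 34 lower, 0 higher and a median of -3.32. Each of these counts was the same adjusted over the list alone. Camera gave an adjusted p = 3.23e-175 for the sarcomere and 7.47e-76 for excitation-contraction coupling (0.0058 and 0.0088 with an estimated correlation). For the cell cycle, camera gave an adjusted p = 7.24e-44, and adjusted p = 0.145 with an estimated correlation. Myh4 (ENSMUSG00000057003, chromosome 11 of mm10 from 67238029 to 67260446) had a log2 fold change of 8.04 (standard error 0.16, adjusted p = 4.93e-16 from edgeR). Among other myosin genes, reads of Myl2, a regulatory light chain, went from 10 to 4331 over the 3 libraries of each day, which is 495-fold relative to library totals, and Myh8, the perinatal heavy chain, rose 361-fold. Casq1, the calcium-binding protein of the sarcoplasmic reticulum, rose 298-fold, and Mb, myoglobin, had a log2 fold change of 7.45. Tmod4, a tropomodulin that caps thin filaments, had a log2 fold change of -0.13 and the chloride channel gene Clcn1 0.54, and neither passed the test. Of 22 myogenic transcription factors and regulators, 10 rose and 3 fell (camera adjusted p = 1.80e-04, and adjusted p = 0.333 with an estimated correlation). Myog, a transcription factor that drives terminal differentiation, had a log2 fold change of 5.32, its partner Mef2c 5.03 and Tead4 2.67. Among 16 genes of myoblast adhesion and fusion, 8 rose and 1 fell (camera adjusted p = 4.82e-08, and adjusted p = 0.145 with an estimated correlation). Mymk, the membrane protein myomaker that myoblast fusion requires, rose 44.3-fold, and its partner Mymx had a log2 fold change of 5.95. Bub1b, of the spindle checkpoint, had a log2 fold change of -3.81 and Cdc20, an activator of the anaphase-promoting complex, -3.80.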

When we performed Western blot analysis to evaluate the protein levels of PGAM2 in d0 and d4 myogenic cells, PGAM2 protein levels were increased during myogenic differentiation (*p* < 0.01, Figure 2C), consistent with our findings above. Differentiation in d4 cells was marked by the appearance of the myogenic marker caveolin 3 (Cav3). Thus, our findings indicate that PGAM2 expression increases during myogenic differentiation.

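Within glycolysis, Pgam2 stood apart from the pathway as a whole between d0 and d4. Of 24 glycolysis genes, 4 were higher and 4 were lower at d4, and the list did not move to one side (median log2 fold change -0.28, camera adjusted p = 0.991). Pfkm, the muscle form of phosphofructokinase, had a log2 fold change of 2.76 (standard error 0.08, adjusted p = 6.51e-14 from edgeR), and Ldhb, a subunit of lactate dehydrogenase, 1.49 (standard error 0.12). Slc2a1, the glucose transporter GLUT1, fell, with a log2 fold change of -1.89 (standard error 0.08, adjusted p = 4.26e-12 from edgeR). Among abundant members not past both thresholds, the log2 fold change was -0.86 for Pkm (pyruvate kinase), 0.63 for Aldoa (aldolase) and 0.15 for Gapdh. Of 79 nuclear genes of oxidative phosphorylation, 3 were higher and 0 lower, and 40 were higher and 5 lower by the adjusted p alone (median 0.22, camera adjusted p = 0.0761). This list passed camera without WT d0 replicate 1 (adjusted p = 0.0114) or without WT d4 replicate 1 (0.0306). The 3 were muscle isoforms of cytochrome c oxidase subunits, Cox8b with a log2 fold change of 4.47, Cox6a2 with 4.27 and Cox7a1 with 1.77. Ribosome biogenesis genes were lower as a group, with 8 of 55 lower and 1 higher (camera adjusted p = 0.00174, and adjusted p = 0.445 with an estimated correlation). Among them were Npm1 and Ncl, abundant nucleolar proteins, with log2 fold changes of -1.52 and -1.27. These list counts were also the counts adjusted over the list alone. From the rise of the transcript in RNA sequencing and RT-qPCR and of the protein in Western blots, the paper concludes that expression of PGAM2 goes up as C2C12 cells differentiate.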

**FIGURE 2:**
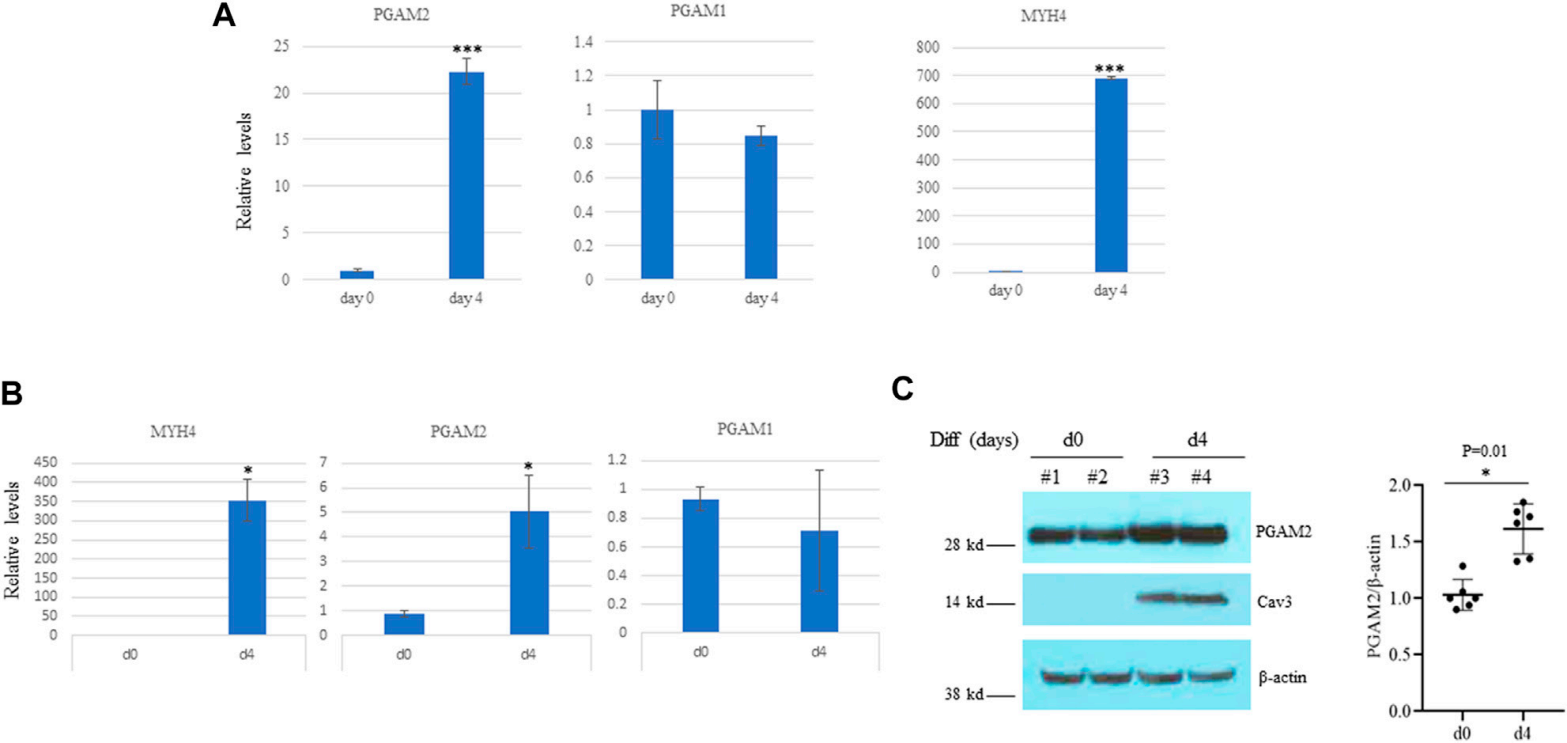
PGAM2 expression is increased during myogenic differentiation. **(A)** Results of RNA sequencing analysis showing that the expression of *PGAM2* but not *PGAM1* was significantly increased at differentiation day (d)4 when compared with d0. The increased expression of *MHC4* at d4 compared with d0 was used as a positive control. *n* = 3 per group. ****p < 0.001 *vs.* d0. **(B)** Results of real-time PCR analysis of differentiating C2C12 cells at different days confirming increased *PGAM2* expression during myogenic differentiation. *n* = 4 per group. *p < 0.05 *vs.* d0. **(C)** Protein levels of PGAM2 were significantly increased in differentiating WT C2C12 cells at day d4 compared with d0. Western blot analysis performed on whole-cell lysates purified from d0 and d4 WT C2C12 cells. Cav3 was used as a differentiation marker. β-actin was used as a loading control. *n* = 6 per group.

### Myogenic differentiation is impaired in PGAM2^K176R/K176R^ C2C12 cells

We aligned the amino acid sequences of PGAM2 from zebrafish, human, mouse, rat, and bovine and found that K176 is conserved among all five of these species. K49 is conserved among four species (Supplementary Figure S1A). K176 but not K49 is also conserved between mouse PGAM1 and mouse PGAM2 and among human PGAM1, PGAM2, and PGAM4 (Supplementary Figures S1B, C). Because K176 is more highly conserved among paralogs and orthologs, we targeted K176 to generate a K176R knock-in mutation in myogenic C2C12 cells by using CRISPR-cas9–based homology-directed repair, to examine the physiological importance of PGAM2 sumoylation. Using the same approach, we also generated a K176R knock-in mutation in cancerous P19 cells. We obtained one homozygous K176R knock-in (PGAM2^K176R/K176R^) C2C12 cell line (clone #207), several heterozygous knock-in (PGAM2^K176R/+^) C2C12 cell lines (only clone #106 was shown), and several PGAM2^K176R/K176R^ P19 cell lines (clone #12 and #21, Supplementary Figures S2A-D).

We next investigated the effect of the PGAM2-K176R knock-in mutation on myogenic differentiation. Western blot analysis showed that endogenous PGAM2 levels were equivalent between WT and PGAM2^K176R/K176R^ C2C12 cells at homeostasis (Figure 3A). To evaluate the differentiation capacity of WT and PGAM2^K176R/K176R^ C2C12 cells, we compared expression levels of the myogenic marker Cav3 in protein lysates at d0, d2, d4, and d6 (Hong et al., 2016). Cav3 expression was detectable starting at d4 and increased at d6 in both WT and PGAM2^K176R/K176R^ C2C12 cells (Figure 3B); however, the expression of Cav3 was significantly lower in mutant cells than in WT cells at d4 and d6 (*p* < 0.01 and *p* < 0.05, respectively, Figure 3B). The expression of Myf5, a myogenic transcription factor critical for myogenic differentiation, was not significantly different between WT and PGAM2^K176R/K176R^ C2C12 cells (Figure 3B). These findings indicate that K176R knock-in impaired myogenic differentiation independent of Myf5.

**FIGURE 3:**
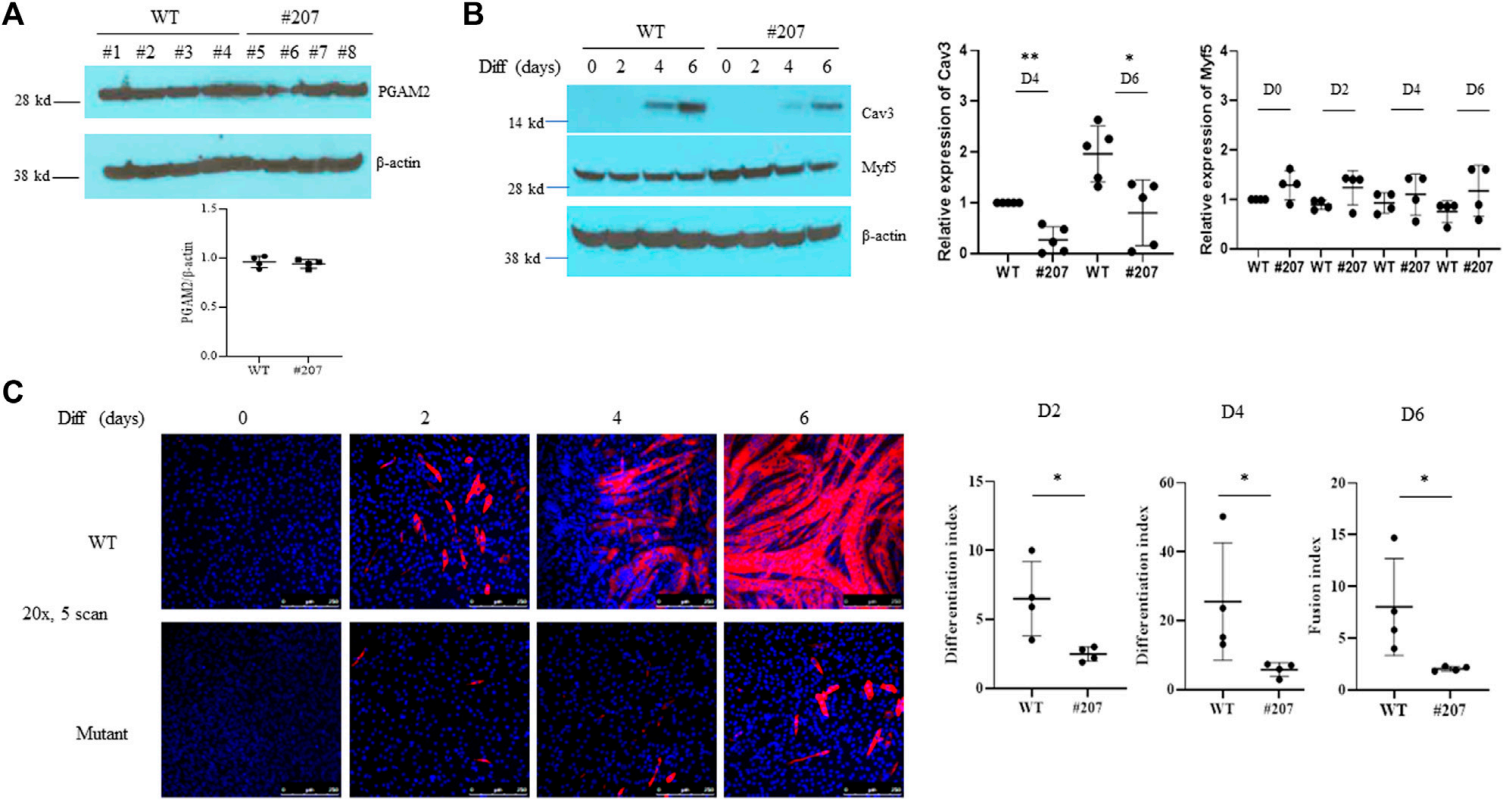
The PGAM2-K176R mutation impairs myogenic differentiation. **(A,B)** Western blot analysis of whole-cell lysates from WT and C2C12^K176R/K176R^ cells (#207) at differentiation day (d)0 (i.e., undifferentiated), d2, d4 and d6. Cells were plated and cultured in growth medium (GM) overnight in 6-cm plates and then switched to differentiation medium (DM). DM was replenished every 2 days. β-Actin was used as a control. *p < 0.05, **p < 0.01 *vs*. WT. **(C)** Immunofluorescence staining for MHC was performed in WT and C2C12^K176R/K176R^ cells at differentiation days as indicated. Red, MHC; blue, DAPI. *p < 0.05, *vs.* WT. Magnification, ×20.

In accordance with the above observations, immunofluorescence staining for MYH4, another widely used myogenic differentiation marker, showed that PGAM2^K176R/K176R^ C2C12 cells had a significantly lower differentiation index at d2 and d4 and a lower fusion index at d6 than did WT C2C12 cells (Figure 3C). PGAM2^K176R/+^ and WT C2C12 cells showed comparable differentiation capabilities (data not shown). Together, our findings indicate that myogenic differentiation is deficient in PGAM2^K176R/K176R^ C2C12 cells.

### The PGAM2-K176R mutation decreases the glycolytic rate of myogenic cells

Given that PGAM2 plays an important role in energy production, we examined the glycolytic rates of WT and PGAM2^K176R/K176R^ C2C12 cells. PGAM2^K176R/K176R^ C2C12 cells had a significantly lower rate of basal glycolysis, basal PER, and compensatory glycolysis (glycoPER) than did the WT C2C12 cells, except that there was no difference in % PER from glycolysis (basal) (Figures 4A–C). Thus, our findings indicate that the PGAM2-K176R mutation reduces the glycolytic rate of myogenic cells. Because PGAM2 plays an important role in energy production in cancer cells (Jiang et al., 2014; Mikawa et al., 2020), we asked whether the sumoylation site K176 is also critical for PGAM2 to mediate energy production in cancer cells. We used the same strategy to generate PGAM2^K176R/K176R^ P19 cells (Supplementary Figures S2A,B), and subjected WT and PGAM2^K176R/K176R^ cells to glycolytic rate analysis. Similar findings were obtained from WT and PGAM2^K176R/K176R^ P19 cells as those from WT and PGAM2^K176R/K176R^ C2C12 cells (Supplementary Figure S3). Thus, the SUMO site K176 is also important for PGAM2 to mediate glycolysis in cancer cells.

**FIGURE 4:**
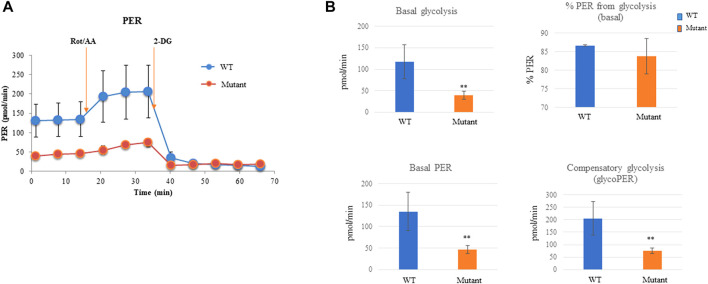
PGAM2-K176R mutation decreases the glycolytic rate. For measuring the glycolytic rate, C2C12 cells were seeded into 96-well Seahorse cell culture plates and cultured overnight. The Seahorse XFe96 Extracellular Analyzer was used to record three basal rate measurements, followed by injections with Rot/AA according to the manufacturer’s protocol. Data were automatically generated by the Seahorse XF Glycolytic Rate Assay Report Generator and Wave program. **(A)** One representative mitochondrial respiration curve from seven independent experiments is shown. **(B)** PGAM2^K176R/K176R^ mutant cells exhibited a reduced basal glycolytic rate, basal PER, and compensatory glycolysis. No significant difference was observed in % PER from glycolysis (basal) between WT and PGAM2^K176R/K176R^ mutant cells. Data are expressed as the mean ± SD. *n* = 6 wells per group. **p < 0.01 vs WT.

### The PGAM2-K176R mutation impairs mitochondrial function

We also examined whether the PGAM2-K176R mutation affected mitochondrial function in C2C12 cells. Consistent with our observations that the PGAM2-K176R mutation significantly impaired cell glycolysis, we found that PGAM2^K176R/K176R^ C2C12 cells also exhibited significantly lower basal OCR, spare respiratory capacity, proton leak, and ATP production than did WT C2C12 cells (Figures 5A,B). Thus, these findings indicate that the PGAM2-K176R mutation impairs mitochondrial function.

**FIGURE 5:**
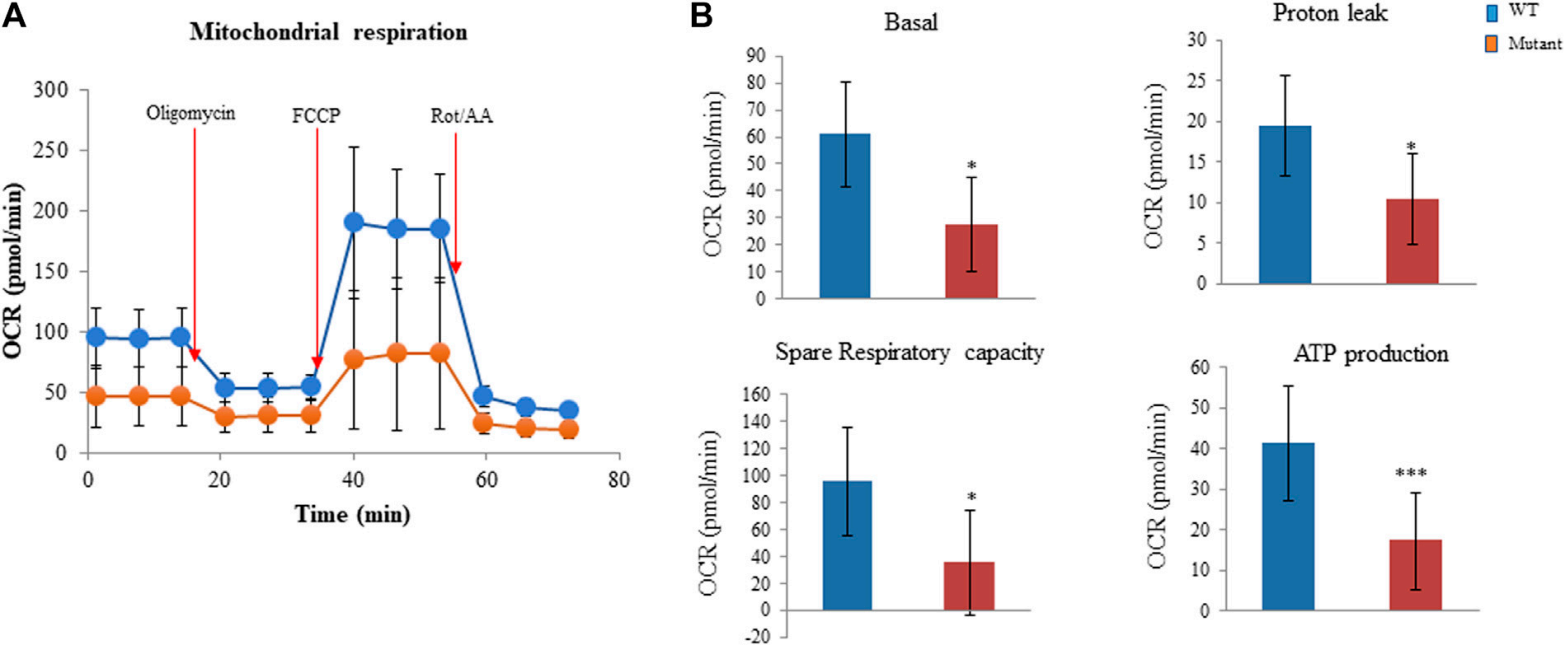
PGAM2^K176R/K176R^ mutation impairs mitochondrial function. For measuring the oxygen consumption rate (OCR), C2C12 cells were seeded into 96-well Seahorse cell culture plates and cultured overnight. The Seahorse XFe96 Extracellular Analyzer was used to record OCR at baseline and three times at 6-min intervals after injections with 5 µM oligomycin, 3 µM FCCP, and 4 µM rotenone/antimycin A (Rot/AA), respectively, according to the manufacturer’s protocol. Data were automatically generated by Seahorse XF Cell Mito Stress Test Report Generator. **(A)** One representative mitochondrial respiration curve is shown. **(B)** PGAM2^K176R/K176R^ mutant cells exhibited reduced basal OCR, spare respiratory capacity, proton leak, and ATP production compared with WT cells. Data are expressed as mean ± SD. n = 6 wells per group. *p < 0.05, ***p < 0.001 vs WT.

### The homodimerization of PGAM2 is unaffected by the K176R mutation

PGAM2 functions as a homodimer (Zhang et al., 2001; Mikawa et al., 2014). Because the K176R mutation impaired the function of PGAM2, we determined whether this mutation impaired the homodimerization of PGAM2. Co-IP experiments were performed on lysates from C2C12 cells transfected with HA-PGAM2-wt and either PGAM2-wt-V5-his or PGAM2-K176R-V5-his by using V5 antibody–conjugated agarose beads. We found that comparable amounts of HA-PGAM2-WT were precipitated by V5-tagged PGAM2-wt and PGAM2-K176R (Supplementary Figure S4), indicating that the K176R mutation does not affect PGAM2 homodimerization.

### Gene expression is dysregulated in PGAM2^K176RK176R^ C2C12 cells at d0

To systemically examine the transcription profile of PGAM2^K176RK176R^ C2C12 cells, we performed RNA sequencing analysis of WT and PGAM2^K176R/K176R^ C2C12 cells at d0 and d4. 

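RNA of WT and homozygous PGAM2-K176R mutant C2C12 cells was sequenced at d0 and at d4, with 3 libraries in each of the 4 groups. The legends name 1 mutant line, so effects of the mutation and of this clone are not separated in these libraries. Pgam2, the edited gene, was read out in every library, in CPM (counts scaled to library size) after TMM normalization over the 12 libraries. At d0 it was 2.65, 2.28 and 2.65 in WT cells and 4.00, 5.69 and 3.33 in mutant cells. At d4 it was 103, 110 and 113 in WT cells and 8.93, 8.67 and 9.22 in mutant cells. The knock-in exchanges 3 bases and removes no part of the transcript, so these levels do not check the labels. Between genotypes, Pgam2 was lower in mutant cells at d4, with a log2 fold change of -3.47 on the log2(FPKM + 1) scale (standard error 0.04, adjusted p = 5.81e-09 from limma) and a ratio of 11.3 in reads. At d0 its log2 fold change was 0.76 (standard error 0.23, adjusted p = 0.0193 from edgeR), which is under the fold change threshold. Depth in mutant cells was 17695434 to 19802274 reads per library at d0 (median 17902572) and 16098407 to 20748164 at d4 (median 19440261). The d0 comparison used edgeR's quasi-likelihood test on the deposited counts. Because counts of the WT d4 libraries had to be worked back, the d4 comparison used limma on log2(FPKM + 1), for genes with at least 0.5 FPKM in 3 or more libraries, and this scale understates the change of genes with low levels. Folds in reads are ratios of the reads of a gene to all reads in genes, both summed over the 3 libraries of a group. Where a group had 0 reads, the fold is a bound against 3 reads over that group, and with 1 to 3 reads it is given with its exact 95% interval, both for counting error only. Whether counting used strand is not given in the sources used here, so overlapping and antisense genes are uncertain. At d0, camera's calls for the extracellular matrix, BMP and Wnt signalling, the sarcomere, and fibroblast and smooth muscle genes held with an estimated correlation, and at d4 the call for the sarcomere.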

We used a filter of padj <0.05 and a |log2 fold change| = 1. At d0, PGAM2^K176RK176R^ C2C12 cells had 452 upregulated and 1289 downregulated genes compared with WT C2C12 cells (Figure 6A). 

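At d0, 422 genes were higher and 1282 genes were lower in mutant cells than in WT cells, of 13920 tested. Genes of the extracellular matrix were prominent among those lower in mutant cells, with 15 of 32 lower and 1 higher (median log2 fold change -0.85). Col1a1, the alpha 1 chain of type I collagen, was at 55.2 ± 4.45 FPKM in WT cells and 0.617 ± 0.0916 FPKM in mutant cells (SD, n = 3 in each), which is 93.2-fold lower in reads. Bgn, the small proteoglycan biglycan, was 126-fold lower, at 186 FPKM in WT and 1.54 FPKM in mutant cells. Lama4, a laminin chain of basement membranes, had a log2 fold change of -6.84, and Col12a1, a collagen bound to fibril surfaces, -5.67 (4930562D21Rik lies on the opposite strand). The member that was higher was Col11a1, a fibrillar collagen chain, with a log2 fold change of 1.81, chosen after its values were seen. Fn1, fibronectin, had a log2 fold change of -0.88 and Sparc, a collagen-binding matrix protein, -0.58, both under the fold change threshold. Of 23 genes of BMP and Wnt signalling, 10 were lower and 0 were higher (median -0.88). Bmp4, a BMP ligand, had 2294 reads in WT cells and 2 in mutant cells, a ratio of 999 (95% interval 276 to 8250). Dkk3, of the Dickkopf family, had 1156 reads against 1, and Sfrp1, a secreted antagonist of Wnt ligands, 797 against 1, ratios of 1010 (180 to 39800) and 694 (124 to 27400). Smad6, an inhibitor of BMP signal transduction, had a log2 fold change of -3.08 (standard error 0.22, adjusted p = 7.06e-07 from edgeR). Log2 fold changes of the abundant receptor genes Bmpr2 and Bmpr1a were -0.80 and -0.78, under the threshold. Counts for both lists were the same adjusted over the list alone. Camera gave an adjusted p = 2.43e-29 for the extracellular matrix and 5.28e-11 for BMP and Wnt signalling (0.0135 and 0.0229 with an estimated correlation). Without mutant replicate 3, a library with high histone and 7SK RNA, 406 genes were higher and 1311 lower.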

In Figures 6A,B heatmap provides a global view of differentially expressed genes (DEGs) in WT and mutant cells at d0. 

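Markers of other cell types went both ways in mutant cells at d0. Fibroblast and smooth muscle genes were lower, with 8 of 11 lower, 0 higher and a median log2 fold change of -1.72 (camera adjusted p = 1.28e-09, and 0.036 with an estimated correlation). Actg2, smooth muscle gamma actin, had a log2 fold change of -3.80, and the platelet-derived growth factor receptor genes Pdgfrb and Pdgfra had -2.99 and -1.80. Smtn and Cnn1, which bind actin in smooth muscle, had values of 0.55 and 0.52, under the threshold. Blood, endothelial and epithelial genes were higher, with 4 of 6 higher and 0 lower (camera adjusted p = 7.73e-08, and adjusted p = 0.078 with an estimated correlation). Among them, Ikzf1, a lymphoid transcription factor, had a log2 fold change of 3.80, Hba-a1, alpha globin, went from 4.98 to 41.3 FPKM, and Krt19, an epithelial keratin, from 32.0 to 105 FPKM. Of 30 germline genes that DNA methylation silences in somatic cells, 8 could be tested, and 3 were higher and 1 lower (camera adjusted p = 6.83e-05, and adjusted p = 0.0549 with an estimated correlation). Magea5, of the melanoma antigen family, was 78.9-fold higher (it overlaps Magea2), and Rhox5, an X-linked homeobox gene, rose from 0.969 FPKM in WT cells to 28.9 FPKM in mutant cells. All 7 tested genes of the 10 pancreatic beta-cell genes printed in Fig. 6D or 7D were higher, a list that is not independent evidence because its names were taken from those figures. Ins2, which encodes insulin, had 5 reads over the WT libraries and 386 over the mutant libraries, 88.7-fold relative to library totals (log2 fold change 6.42, standard error 0.61, adjusted p = 7.64e-06 from edgeR). Reads of Ins2 in mutant replicates 1, 2 and 3 were 94, 80 and 212. Of 30 beta-cell genes that the figures do not print, 7 were tested and 3 were higher (camera adjusted p = 0.0287, and adjusted p = 0.161 with an estimated correlation), and with FPKM in place of counts the list did not pass (adjusted p = 0.129). Among them Ptprn, a membrane protein of secretory granules, had a log2 fold change of 1.39, while Mafa, an insulin gene activator, had 0.78 and was not past the threshold. Other lists did not pass camera: pluripotent genes typical of P19 cells (3 of 5 tested higher, 1 lower, adjusted p = 0.138), neuronal and glial genes (2 of 8 higher, 0.0791), osteoblast and chondrocyte genes (2 of 6 lower, 0.0998), adipocyte genes (1 of 4 lower, 0.386) and pancreatic acinar, alpha and delta cell genes (1 of 4 lower, 0.90). Tubb3, a neuronal tubulin, was higher (log2 fold change 1.25), and Spp1, osteopontin, and Cebpa, an adipogenic transcription factor, were lower (-1.68 and -1.82). All counts were the same adjusted over the list alone. The neuronal list passed camera without mutant replicate 2 (adjusted p = 0.040) or without mutant replicate 3 (0.0475).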

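Muscle genes were already lower in PGAM2-K176R mutant cells before differentiation. Of 37 tested genes of the sarcomere and contraction, 28 were lower and 1 was higher at d0, with a median log2 fold change of -2.66. Myog, the transcription factor that starts terminal differentiation, was at 22.1 ± 3.62 FPKM in WT cells and 0.558 ± 0.218 FPKM in mutant cells (SD, n = 3 in each; log2 fold change -5.33, standard error 0.22). Satellite cell and quiescence genes, which mark muscle stem cells, were also lower, with 9 of 17 lower, 0 higher and a median of -1.06. Camera gave an adjusted p = 1.24e-20 for the sarcomere (0.036 with an estimated correlation) and 1.28e-09 for satellite cell genes (adjusted p = 0.0549 with an estimated correlation). Myh3, the embryonic myosin heavy chain, had a log2 fold change of -5.23 (standard error 0.28, adjusted p = 6.25e-08 from edgeR), Neb, the thin filament protein nebulin, -4.30 (0.21) and Actc1, cardiac alpha actin, -4.39 (0.26, with A530058N18Rik on the opposite strand). Myh1, a fast myosin heavy chain, had 443 reads in WT cells and 3 in mutant cells, a ratio of 129 (95% interval 43.7 to 626). The member that was higher was Xirp1, an actin-binding protein of muscle (log2 fold change 1.83), chosen after its values were seen. Ttn, the giant elastic protein titin, had a log2 fold change of -0.48 and Des, the intermediate filament protein desmin, 0.29 (adjusted p = 0.0751 from edgeR). Of 23 genes of excitation-contraction coupling and the neuromuscular junction, 10 were lower and 0 higher (camera adjusted p = 0.00117, and adjusted p = 0.15 with an estimated correlation). Atp2a1, the calcium pump of the sarcoplasmic reticulum, had a log2 fold change of -2.36, and Ryr3, a calcium release channel, -3.11. Of 21 myogenic transcription factors and regulators, 5 were lower and 1 was higher (camera adjusted p = 3.25e-04, and adjusted p = 0.164 with an estimated correlation). Eya4, a transcriptional cofactor, had a log2 fold change of -3.59 and Id3, an inhibitor of myogenic factors, -1.75, while Mef2d had 0.33 and was not past the threshold. Fusion genes had 3 of 17 lower and 1 higher (camera adjusted p = 0.0141, and adjusted p = 0.247 with an estimated correlation), and Mymk had a log2 fold change of -1.84. In the satellite list, Cd34, a surface marker of quiescent cells, had -2.38 and Heyl, a Notch target, -2.66. Counts were the same adjusted over the list alone.

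**Figure D2:**
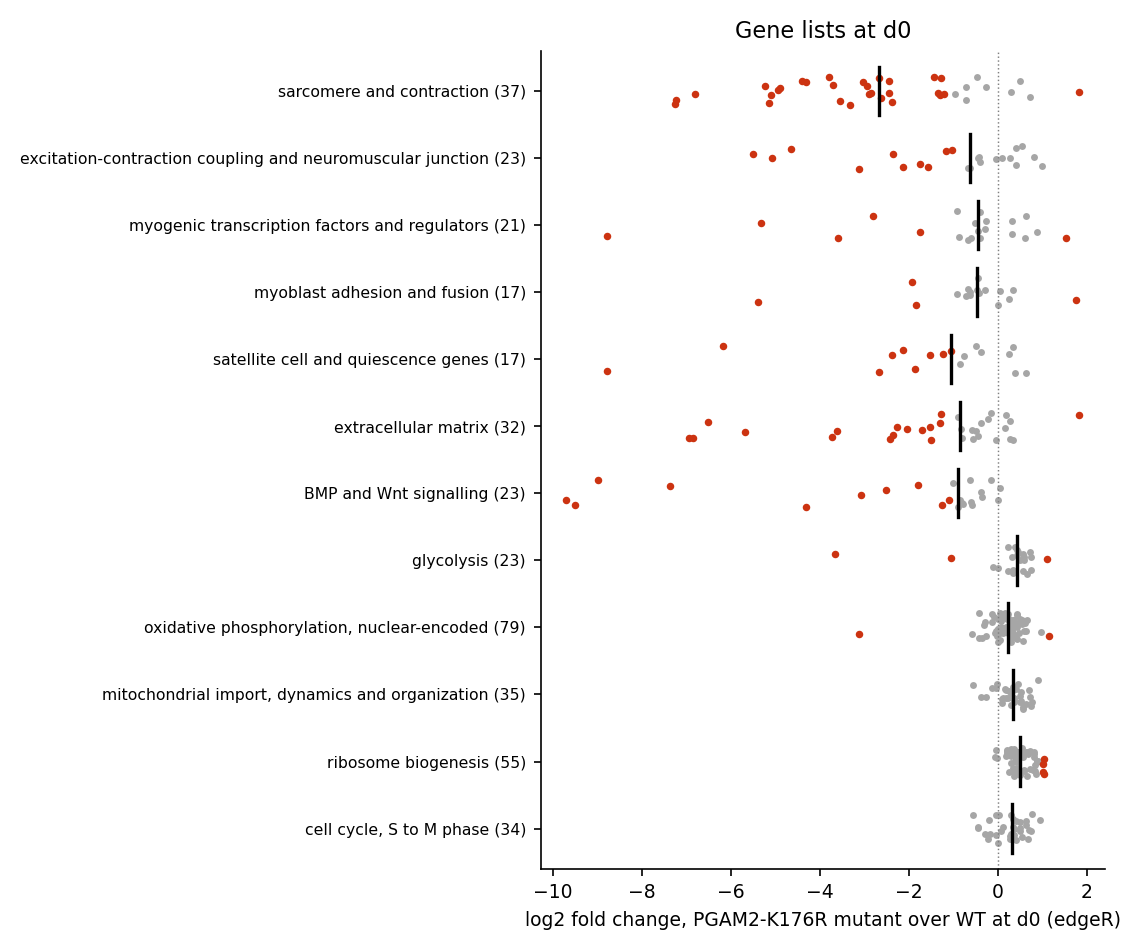
Log2 fold change of each tested gene, mutant over WT cells at d0 (x axis), in 12 gene lists (y axis, number tested in parentheses), with called genes in red, other genes in gray and the median as a black bar. The sarcomere median is -2.66, and the ribosome biogenesis list lies right of 0 with a median of 0.50; 2 sarcomere genes with 0 reads in mutant cells are drawn at their fitted values.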

When we subjected these DEGs to pathway analysis, we found that the top 20 biological pathways (BPs) associated with the genes downregulated in the mutant cells included muscle/skeletal/striated muscle development and muscle cell migration/differentiation (top panel, Figure 6C). On the other hand, the major BPs affected by genes upregulated in mutant cells were ribonucleoprotein complex/ribosome biogenesis and mitochondrion organization (bottom panel, Figure 6C). 

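Ribosome biogenesis genes were higher in mutant cells at d0 by small amounts that ran through most of the list. Of 55 tested, 44 were higher and 0 were lower by the adjusted p alone, and 4 were higher and 0 lower past both thresholds, with a median log2 fold change of 0.50. The 4 were Nhp2, of the snoRNA-bound pseudouridylation complex, with a log2 fold change of 1.05 (standard error 0.13, adjusted p = 8.25e-05 from edgeR), the rRNA methyltransferase gene Nop2 with 1.03, Pes1, needed for the large ribosomal subunit, with 1.01, and Grwd1 with 1.01. Nhp2 rose from 70.6 FPKM in WT cells to 148 FPKM in mutant cells. Mybbp1a, a nucleolar protein, had 0.80 and Npm1 0.30, while Ncl, nucleolin, had -0.03 (adjusted p = 0.901 from edgeR). Genes of mitochondrial import, dynamics and organization were higher as a group, with 19 of 35 higher and 2 lower by the adjusted p alone, 0 past both thresholds, and a median of 0.35. Phb2, a prohibitin of the inner membrane, had a log2 fold change of 0.57, the chaperonin gene Hspd1 0.36 and Hspa9, the matrix HSP70, 0.16. Nuclear genes of oxidative phosphorylation had a median of 0.23, with 30 of 79 higher and 6 lower by the adjusted p alone and 1 in each direction past both thresholds. Cell cycle genes had a median of 0.32, with 18 of 34 higher and 4 lower by the adjusted p alone and 0 past both thresholds. Rrm2, of ribonucleotide reductase, had 0.76, Mki67, the proliferation marker Ki-67, -0.45 and Top2a, topoisomerase II alpha, 0.03. Glycolysis genes had a median of 0.44, with 15 of 23 higher and 2 lower by the adjusted p alone. Past both thresholds, Aldoc, an aldolase, was higher (1.11), and the lactate transporter gene Slc16a3 and the enolase gene Eno2 were lower (-3.67 and -1.06). Gapdh had 0.51 and Pkm 0.24. Camera's adjusted p was 3.09e-11 for ribosome biogenesis, 6.59e-04 for mitochondrial organization, 0.00196 for oxidative phosphorylation, 0.00779 for the cell cycle and 0.0342 for glycolysis. With an estimated correlation these were adjusted p = 0.078, 0.15, 0.62, 0.596 and 0.596, in the same order, and glycolysis was at 0.104 without WT replicate 3. Another split of the d0 libraries passed nearly as many lists at the preset correlation (16 against 17). With fry the calls of oxidative phosphorylation (adjusted p = 0.0745), the cell cycle (0.0623) and glycolysis (0.0646) ended too. The 13 mitochondrially encoded genes (median -0.20, adjusted p = 0.501), the 25 of the TCA cycle (0.05, 0.509) and the 19 of the SUMO pathway (0.01, 0.627) did not pass camera. Pcx, pyruvate carboxylase, was lower (-1.10), as was the SUMO protease gene Senp7 (-1.01). Counts past both thresholds were the same adjusted over the list alone, and the calls of Nhp2, Nop2, Pes1, Grwd1 and Senp7 did not hold in a test against a log2 fold change of 1.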

The top 20 most upregulated and downregulated genes in PGAM2^K176R/K176R^ C2C12 cells are listed in Figure 6D. 

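Some of the genes with the largest fold changes at d0 were on in one genotype and close to 0 reads in the other. Cdh11, a cadherin of mesenchymal cells, had 4692 reads over the 3 WT libraries and 1 over the mutant libraries, a ratio of 4090 (95% interval 733 to 161000). Colec12, a scavenger receptor of the collectin family, was at 47.2 FPKM in WT and 0.0226 FPKM in mutant cells, 2240-fold lower. Setbp1, a SET-binding nuclear protein, had 2864 reads against 2, a ratio of 1250 (345 to 10300). Rgs2, a regulator of G-protein signalling, had 918 reads in WT and 0 in mutant cells, at least 266-fold lower. Gas6, the ligand of the receptor tyrosine kinase Axl, had 689 against 0 and was at least 200-fold lower. Fez1 (390 reads against 0), Slc1a6, a glutamate transporter gene (385 against 0), and Pde7b, a cAMP phosphodiesterase gene (344 against 0), were at least 113-fold, 112-fold and 99.8-fold lower. In the other direction, Adcy2, an adenylyl cyclase gene, had 1 read in WT and 435 in mutant cells, a ratio of 500 (89.2 to 19800). Col4a6, a basement membrane collagen chain, was 29.7-fold higher and Cntn3, a contactin of neurons, 28.4-fold. Nrcam, a neural cell adhesion molecule, rose from 0.319 to 7.06 FPKM, and Cyp11a1, the enzyme that starts steroid synthesis from cholesterol, from 0.685 to 14.0 FPKM (log2 fold change 4.32, standard error 0.17, adjusted p = 5.36e-09 from edgeR). Of the genes printed in Fig. 6D, all 20 on the downregulated side were called lower. On the upregulated side 11 of the 20 had enough reads to be tested, and all 11 were called higher.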

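Reads of Unc5c, Ranbp3l and Pax7 were close to 0 in PGAM2-K176R mutant cells at d0. Unc5c, which encodes a netrin receptor (ENSMUSG00000059921, chromosome 3 of mm10 from 141465216 to 141834924), had 1295 reads over the 3 WT libraries and 1 over the 3 mutant libraries, a ratio of 1130 (95% interval 202 to 44600). Gm43826 overlaps it, and Gm15688 and Gm15689 lie on its opposite strand. Ranbp3l, printed Ranbp31 in the text and encoding a Ran-binding nuclear export factor (ENSMUSG00000048424, chromosome 15 from 8967949 to 9067335), had 1602 reads against 2, a ratio of 697 (193 to 5760). Pax7, the transcription factor of muscle satellite cells (ENSMUSG00000028736, chromosome 4 from 139737062 to 139833528), had 1207 reads against 2, a ratio of 526 (145 to 4340). Adjusted p-values from edgeR were 3.21e-09 for Unc5c, 6.57e-09 for Ranbp3l and 6.82e-09 for Pax7. At d4, Unc5c had 485 reads in WT and 2 in mutant cells, a ratio of 245 (67.5 to 2030). Pax7 was also lower in mutant cells at d4, with a log2 fold change of -2.21 on the log2(FPKM + 1) scale (standard error 0.08, adjusted p = 7.68e-07 from limma). Ranbp3l was not called at d4, with -0.50 on the log2(FPKM + 1) scale (standard error 0.10, adjusted p = 0.00479 from limma). This scale understates the change of genes with low levels, so the missing call may depend on it. The genotype difference of Ranbp3l changed between days (interaction log2 fold change 7.83, standard error 0.51, adjusted p = 2.8e-10 from edgeR). For Pax7 the interaction was 3.17 (standard error 0.74). Both genes had 2 reads over the mutant libraries at d0, so the size of these fitted interactions depends on the small count that edgeR adds. Another member of the satellite cell list, the growth factor receptor gene Fgfr4, had 368 reads in WT and 4 in mutant cells at d0.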

Consistent with these cells exhibiting deficient myogenic differentiation, some important genes that drive myogenic differentiation, such as *Unc5c*, *Ranbp31*, and *Pax7*, were downregulated at d0 in PGAM2^K176RK176R^ C2C12 cells. On the other hand, some myogenic differentiation suppressor genes such as *HOXB13* were upregulated at d0.

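Hoxb13, a homeobox gene at the end of the HOXB cluster (ENSMUSG00000049604, chromosome 11 of mm10 from 96194316 to 96197447), had 2 reads over the WT libraries and 241 over the mutant libraries at d0. This is a ratio of 138 (95% interval 37.9 to 1150, adjusted p = 2.64e-07 from edgeR). At d4 it had 3 reads in WT and 102 in mutant cells, a ratio of 33.6 (11.2 to 166). The list of HOX genes, which set positional identity along the body axis, did not pass camera at d0. Of 21 tested, Hoxb13 included, 2 were higher and 3 were lower, also when adjusted over the list alone (median log2 fold change -0.51, camera adjusted p = 0.411). Hoxc5 was lower, with a log2 fold change of -1.03 (standard error 0.18), and its annotation overlaps other genes of the HOXC cluster. The most abundant members, Hoxa10, Hoxc10 and Hoxc11, had -0.41, -0.16 and -0.02 and were not called. At d4 0 of 19 HOX genes passed both thresholds in limma, 5 were higher and 4 lower by the adjusted p alone, and the list had a camera adjusted p = 0.488.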

**FIGURE 6:**
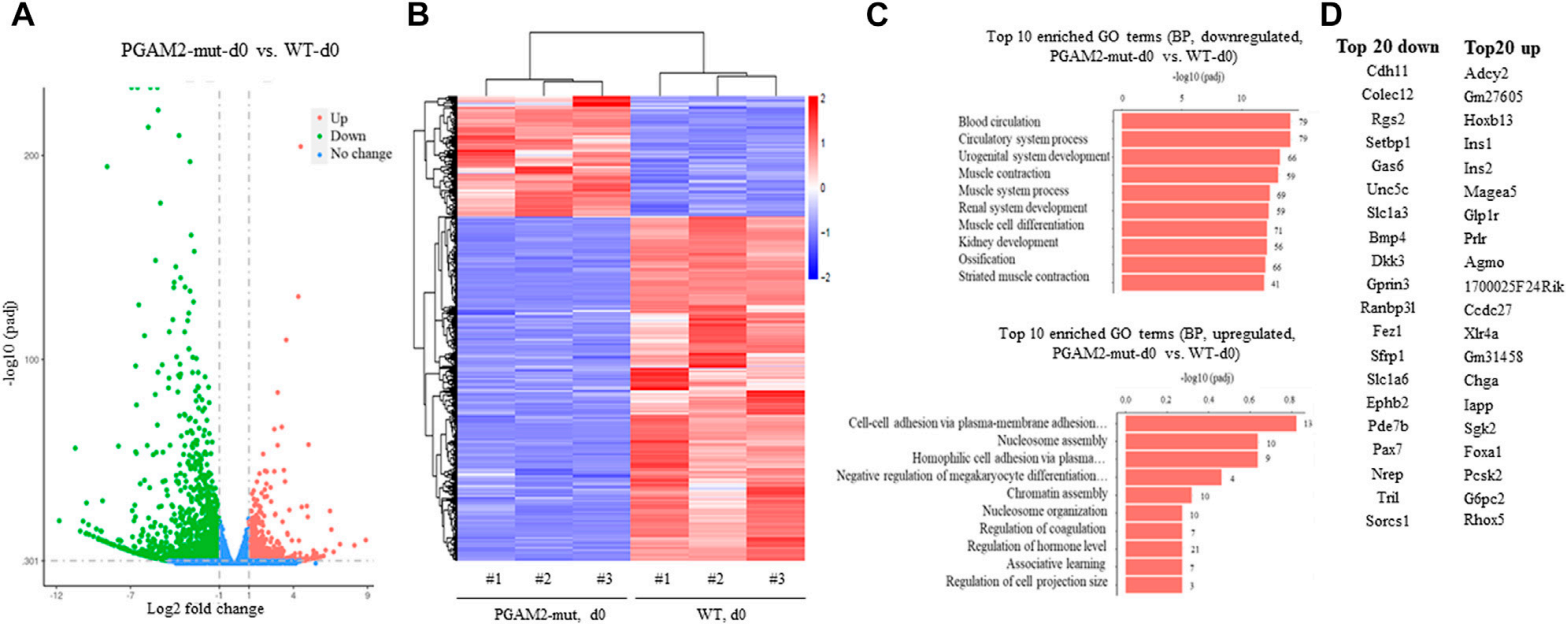
Dysregulated gene expression in PGAM2-K176R mutant C2C12 cells at differentiation day 0. Results of RNA sequencing analysis of WT and PGAM2-K176R mutant C2C12 cells at differentiation day (d)0. **(A)** Volcano plot with a filter of padj <0.05 and a |log2 fold change| = 1 shows the changes in differentially expressed genes (DEGs) in WT and PGAM2-K176R mutant C2C12 cells. **(B)** Heatmap providing a global view of DEGs in WT and PGAM2-K176R mutant cells. **(C)** Top 10 most enriched GO terms in the biological pathways (BPs) associated with downregulated (top panel) and upregulated (bottom panel) genes in PGAM2-K176R mutant cells compared with WT cells. **(D)** Top 20 most downregulated (left panel) and upregulated (right panel) genes in PGAM2-K176R mutant cells compared with WT cells.

### Gene expression is dysregulated in PGAM2^K176RK176R^ C2C12 cells at d4

We examined the transcription profile of WT and PGAM2^K176RK176R^ C2C12 cells at d4 and found that PGAM2^K176RK176R^ C2C12 cells had 700 upregulated and 1747 downregulated genes compared with WT C2C12 cells (Figure 7A). 

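At d4, 233 genes were higher and 792 genes were lower in mutant cells than in WT cells by limma on log2(FPKM + 1), of 13252 tested. On reads, with those of the WT libraries worked back from FPKM, 721 were higher and 1537 lower of 14175 by edgeR, a test chosen after the data were seen. Extracellular matrix genes were again lower in mutant cells, with 13 of 34 lower, 2 higher and a median of -0.67 (camera adjusted p = 1.20e-04, and adjusted p = 0.34 with an estimated correlation). Cilp, a cartilage matrix protein, was 982-fold lower in reads (-5.22 on the log2(FPKM + 1) scale), Col1a1 had a log2 fold change of -4.28 and Bgn -3.74. The members that were higher were Col11a1 (1.70) and the thrombospondin gene Thbs2 (1.51), chosen after their values were seen. Dcn, decorin, had 0.87 and Col3a1, type III collagen, -0.03, and neither was called. Of 17 genes of BMP and Wnt signalling, 6 were lower and 0 higher (camera adjusted p = 0.00138, and adjusted p = 0.237 with an estimated correlation). Bmp4 was 192-fold lower in reads, Grem1, a BMP antagonist, had -1.79 and Wnt9a, a Wnt ligand, -1.70. Of 18 p53 targets, 4 were lower and 0 higher (median -0.55, camera adjusted p = 0.0478, and adjusted p = 0.237 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, which rises when myoblasts leave the cell cycle, was at 514 FPKM in WT and 185 FPKM in mutant cells (log2 fold change -1.47, standard error 0.04). Gdf15, a stress-induced cytokine, had -1.77 and Sesn2, a stress-induced sestrin, -2.00. Genes of the interferon response and antigen presentation were higher as a group, with 11 of 21 higher and 1 lower by the adjusted p alone and 0 past both thresholds (median 0.25, camera adjusted p = 0.0363, and adjusted p = 0.237 with an estimated correlation). Ifi27, an interferon-induced gene, had 0.49 and B2m, the light chain of MHC class I, -0.07. Counts past both thresholds were the same adjusted over the list alone. Leaving out 1 library ended some of these list calls: BMP and Wnt signalling without WT replicate 2 (adjusted p = 0.0533), p53 targets without mutant replicate 2 (0.0613) or 3 (0.0746), and interferon genes without mutant replicate 1 (0.0672), mutant replicate 2 (0.0704) or WT replicate 1 (0.0648). The filter needs 3 libraries, so without WT replicate 2 only 12 of the 17 BMP and Wnt genes were tested. Of the 21 interferon genes, 19 were tested without mutant replicate 1 or 2. The losses in these smaller sets may come from their size. All 18 p53 targets were tested in both of their runs, and all 21 interferon genes without WT replicate 1. Those 3 losses thus do not come from smaller sets. On reads by edgeR, the interferon list did not pass camera either (adjusted p = 0.109).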

In Figures 7A,B heatmap provides a global view of DEGs in WT and PGAM2-K176R C2C12 cells. 

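Genes lower in mutant cells at d0 were lower at d4 too more often than independent lists would give. Of 12233 genes tested at both days, 291 were called lower at both, where independent lists of these sizes would share 48.2. Called higher at both days were 49 genes, against 3.88 for independent lists. Overlaps in opposite directions were nearer to independence, with 24 genes higher at d0 and lower at d4 (12.5 for independent lists) and 24 lower at d0 and higher at d4 (15). On reads by edgeR, a test chosen after the data were seen, 539 genes were lower at both days (103 for independent lists) and 136 higher at both (13.4), while 41 were higher at d0 and lower at d4 (27.8) and 52 lower at d0 and higher at d4 (49.6). The libraries of each day are separate, so the comparisons share no controls. Among markers of other cell types, germline genes were higher at d4, with 3 of 7 higher and 0 lower (camera adjusted p = 0.0207, and adjusted p = 0.237 with an estimated correlation). Xlr4a, an X-linked lymphocyte-regulated gene of this list, had a log2 fold change of 1.5. The germline list was no longer past camera's threshold without mutant replicate 1 (adjusted p = 0.302), 2 (0.26) or 3 (0.271), but only 4 members were then tested. The filter needs 3 libraries, so genes on in mutant cells alone drop out, and these runs cannot show dependence on 1 library. Adipocyte genes had 2 of 4 higher (adjusted p = 0.088, while on reads by edgeR, chosen after the data were seen, the list passed camera at adjusted p = 0.0001), and both code for proteins of lipid handling, the lipoprotein lipase gene Lpl (log2 fold change 2.61) and the lipid droplet gene Plin4 (1.78). Fibroblast and smooth muscle genes had 4 of 11 lower and 1 higher (adjusted p = 0.171). The member that was higher, Ly6a, the stem cell antigen Sca-1, went from 265.5 FPKM in WT cells to 1223 FPKM in mutant cells (log2 fold change 2.20, standard error 0.05), while Actg2 was lower (-2.38). Other lists did not pass camera either: neuronal and glial genes (1 of 5 higher, 1 lower, adjusted p = 0.282), osteoblast and chondrocyte genes (2 of 6 lower, 0.414), pancreatic acinar, alpha and delta cell genes (2 of 5 lower, 0.654), blood, endothelial and epithelial genes (1 of 4 lower, 0.43) and beta-cell genes that the figures do not print (1 of 5 higher, 0.381). Syn1, a synaptic vesicle protein, was higher (1.56), and Gap43, a growth cone protein, was lower (-1.07). Ins2 had a log2 fold change of 0.74 at d4 (adjusted p = 0.00903 from limma), with 187 reads in WT and 388 in mutant cells. List counts were the same adjusted over the list alone. The beta-cell genes printed in the figures and the P19 genes had 1 and 2 members tested in limma, too few for camera. On reads by edgeR, chosen after the data were seen, all 28 lists had enough members.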

When we subjected these DEGs to pathway analysis, the top 20 BPs associated with the downregulated genes in PGAM2^K176R/K176R^ cells included muscle/skeletal/striated muscle development and muscle cell migration/differentiation (top panel, Figure 7C). On the other hand, the major BPs affected by the upregulated genes in PGAM2^K176RK176R^ cells were ribonucleoprotein complex/ribosome biogenesis and mitochondrion organization (bottom panel, Figure 7D). 

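Contractile genes were lower in mutant cells at d4 almost throughout. Of 44 tested genes of the sarcomere and contraction, 42 were lower and 0 higher, with a median of -2.61 on the log2(FPKM + 1) scale (camera adjusted p = 3.62e-27, and 0.0245 with an estimated correlation). Of 27 genes of excitation-contraction coupling and the neuromuscular junction, 20 were lower and 1 higher, with a median of -1.33 (camera adjusted p = 1.1e-10, and adjusted p = 0.0678 with an estimated correlation). Myh1 was at 131 FPKM in WT and 0.683 FPKM in mutant cells, 185-fold lower in reads (the antisense gene Myhas overlaps it), and Actn2, the Z-disc protein alpha-actinin 2, was 568-fold lower. Myh4 was 393-fold lower (log2 fold change -5.20, standard error 0.06, adjusted p = 4.67e-09 from limma). Mb, the oxygen store myoglobin, went from 305 ± 17.4 FPKM in WT to 2.83 ± 0.688 FPKM in mutant cells (SD, n = 3 in each), with Apol6 and Gm49540 on the opposite strand. Casq1 was 94.1-fold lower and Pvalb, the calcium buffer parvalbumin, 148-fold. Of the sarcomere list, Des (-0.34) and Tmod4 (0.04) were not called. Trdn, the sarcoplasmic reticulum protein triadin, was the member of the second list that was higher (1.13), chosen after its values were seen. Among 21 myogenic transcription factors and regulators, 7 were lower and 2 higher (camera adjusted p = 0.0478, and adjusted p = 0.237 with an estimated correlation). Myog was at 844 ± 29.9 FPKM in WT and 76.5 ± 3.18 FPKM in mutant cells (SD, n = 3 in each), Tead4 went from 42.0 to 6.16 FPKM and Mef2c from 14.8 to 1.78 FPKM. Myod1, the myoblast determination factor, had -0.33 and was not called. Of 15 fusion genes, 6 were lower and 0 higher (camera adjusted p = 0.0438, and adjusted p = 0.237 with an estimated correlation), among them Mymx, from 232 to 40.1 FPKM, and Mymk, from 712 to 196 FPKM. Satellite cell genes had 4 of 17 lower and 0 higher (camera adjusted p = 0.23), with Spry1, an antagonist of receptor tyrosine kinases, at -2.24. List counts were the same adjusted over the list alone. The transcription factor list lost its call without any 1 of the 6 libraries (adjusted p from 0.0575 to 0.113), and the fusion list without mutant replicate 2 (0.0609) or 3 (0.0583). Without a WT library, 19 of the 21 transcription factor genes passed the filter of 3 libraries.

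**Figure D3:**
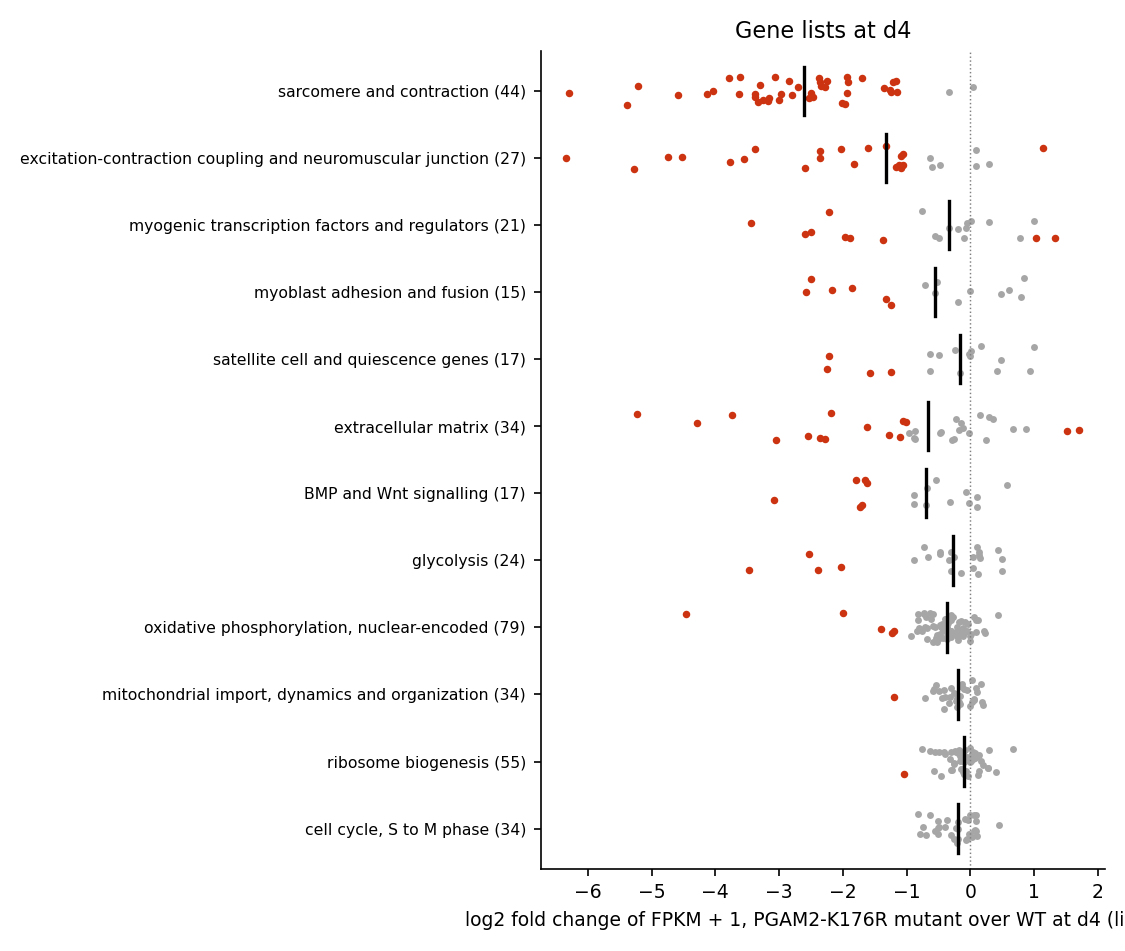
Log2 fold change on the log2(FPKM + 1) scale of each tested gene, mutant over WT cells at d4 (x axis), in 12 gene lists (y axis, number tested in parentheses), with called genes in red, other genes in gray and the median as a black bar. The sarcomere median is -2.61, with 42 of its 44 genes called lower.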

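At d4 the list of ribosome biogenesis genes did not pass camera between genotypes. Of 55 tested, 6 were higher and 20 lower by the adjusted p alone, and 0 higher and 1 lower past both thresholds (median -0.11, camera adjusted p = 0.125). The member that was lower was Rrp12, of ribosomal subunit export, with -1.05 (standard error 0.04). Npm1 had 0.67 (adjusted p = 1.06e-05 from limma), the rRNA processing gene Bop1 -0.40 and Nhp2 0.03 (adjusted p = 0.484). Genes of mitochondrial import, dynamics and organization were lower as a group, with 17 of 34 lower and 2 higher by the adjusted p alone, and a median of -0.19. Timm10, a chaperone of the space between the mitochondrial membranes, was lower past both thresholds (-1.20), while Hspa9 had -0.57 and Hspd1 0.03. Nuclear genes of oxidative phosphorylation were lower, with 57 of 79 lower and 2 higher by the adjusted p alone, 5 lower and 0 higher past both thresholds, and a median of -0.37. Cox6a2, the heart and muscle form of a cytochrome c oxidase subunit, went from 106 FPKM in WT to 3.93 FPKM in mutant cells (Itgad lies on the opposite strand), Cox8b had a log2 fold change of -2.00 and Ndufs4, of complex I, -1.22. Atp5b, a subunit of ATP synthase, had -0.27. TCA cycle genes had 20 of 25 lower and 4 higher by the adjusted p alone and a median of -0.36, with Pcx called lower (-1.05). Camera's adjusted p was 0.0124 for mitochondrial organization, 6.48e-10 for oxidative phosphorylation and 6.97e-04 for the TCA cycle, and with an estimated correlation the lists had adjusted p = 0.237, 0.34 and 0.257, in this order. On reads by edgeR, a test chosen after the data were seen, mitochondrial organization did not pass camera (adjusted p = 0.201) and glycolysis did (4.56e-04). Glycolysis genes had 13 of 24 lower and 4 higher by the adjusted p alone (median -0.28, camera adjusted p = 0.0585), and 4 were lower past both thresholds. Beside Pgam2 these were Pfkm, from 147 to 35.2 FPKM, the muscle enolase gene Eno3, from 583 to 110 FPKM, and Slc16a3 (-2.53). Aldoa had -0.73, Gapdh -0.34 and Pkm 0.11. Lists of mitochondrially encoded genes (median -0.18, adjusted p = 0.309), the cell cycle (-0.20, 0.0721) and the SUMO pathway (-0.08, 0.868) did not pass camera. Counts past both thresholds were the same adjusted over the list alone. Glycolysis passed without WT replicate 1 (adjusted p = 0.0485, with 22 of its genes tested). The cell cycle list passed with the replicate number as a block (adjusted p = 0.0421) and without WT replicate 1 (0.0485) or 2 (0.0476).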

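Fgf21 and muscle genes were among the largest decreases in PGAM2-K176R mutant cells at d4. Fgf21, a hormone-like growth factor that stressed muscle releases, went from 232 ± 27.9 FPKM in WT cells to 0.391 ± 0.377 FPKM in mutant cells (SD, n = 3 in each), 532-fold lower in reads (log2 fold change -7.42, standard error 0.18, adjusted p = 1.12e-07 from limma). Mmp2, a gelatinase that remodels the matrix, went from 139 to 0.809 FPKM, 160-fold lower. Rbm24, an RNA-binding protein that controls muscle splicing, went from 65.1 to 0.45 FPKM, 136-fold lower. Colec12 was 117-fold lower. Log2 fold changes of the muscle genes Mb and Myh1 were -6.33 and -6.30. In the other direction, Rhox5 was 10.7-fold higher in reads, Man1a, an enzyme of N-glycan trimming, 13.4-fold, Gm773 8.92-fold and Magea5 64-fold. Rcan2, a calcineurin inhibitor, rose from 8.28 to 60.6 FPKM, Sema3c, a secreted guidance factor, from 15.6 to 89.9 FPKM and Gpnmb, a transmembrane glycoprotein, from 1.3 to 10.6 FPKM. Lpl rose from 4.66 to 33.6 FPKM. Of the genes printed in Fig. 7D, 19 on the downregulated side had levels high enough for limma and 18 of them were called lower. On the upregulated side 5 were tested and 2 were called higher, Adcy2 (1.12) and Cntn3 (2.06). On reads, in the edgeR test chosen after the data were seen, all 20 on the downregulated side and all 17 that could be tested on the upregulated side were called.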

The top 20 most upregulated and downregulated genes in PGAM2^K176RK176R^ C2C12 cells are listed in Figure 7D. These data suggest that, compared with WT C2C12 cells, PGAM2-K176R C2C12 cells exhibit deficient muscle-related programs at d4.

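Part of the genes called as rising during differentiation of WT cells were also called as rising in mutant cells. Of 1800 genes that rose between d0 and d4 in WT cells, 948 also rose in mutant cells, which is 52.7% (exact 95% interval 50.3 to 55). This interval treats genes as independent and does not measure the spread between libraries. Without 1 library the share was 49% to 54.7%. Of these 1800, 386 did not pass the filter on low counts in mutant cells and count as not rising, and over the 1414 tested the share was 67%. Over these 1414 the median log2 fold change was 1.74 in WT and 1.62 in mutant cells, and 386 rose less in mutant cells by the interaction of genotype and day, values that favor WT cells because the genes were chosen by their rise there. A gene that misses the threshold in mutant cells is thus not shown to stay off. In the other direction, 948 of 2382 genes that rose in mutant cells also rose in WT cells, which is 39.8%, or 42.3% of the 2239 tested. By the adjusted p alone, 64% of the genes that rose in WT cells also rose in mutant cells. Sarcomere genes did rise in mutant cells, with 35 of 38 higher at d4, 0 lower and a median of 6.08 (5.92 with genes at 0 reads set to their bound; camera adjusted p = 2.67e-64). In the interaction, 11 of 44 sarcomere genes rose less and 4 rose more in mutant cells (median -0.68, camera adjusted p = 0.00922, and adjusted p = 0.386 with an estimated correlation). Pgam2 itself had a log2 fold change of 1.1 from d0 to d4 in mutant cells (standard error 0.18), and an interaction of -4.39 (standard error 0.21, adjusted p = 3.48e-12 from edgeR). Mef2c, the partner of myogenic bHLH factors, had an interaction of -3.70 (standard error 0.17, adjusted p = 1.66e-12 from edgeR) and Tead4 -3.12, while Myog had 1.83 (standard error 0.23). For Mymk the interaction was -0.06 (adjusted p = 0.794 from edgeR). Over both genotypes and days, 1312 genes had a positive and 1202 a negative interaction past both thresholds, of 15114 tested. Glycolysis genes rose less or fell more in mutant cells, with 9 of 24 lower and 1 higher in the interaction (camera adjusted p = 1.72e-07, and adjusted p = 0.142 with an estimated correlation). Counts over these lists were the same adjusted over the list alone, and no list held its interaction call with an estimated correlation. From the genes and pathways lower at d4, the paper proposes that mutant cells have deficient muscle-related programs at this day.

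**Figure D4:**
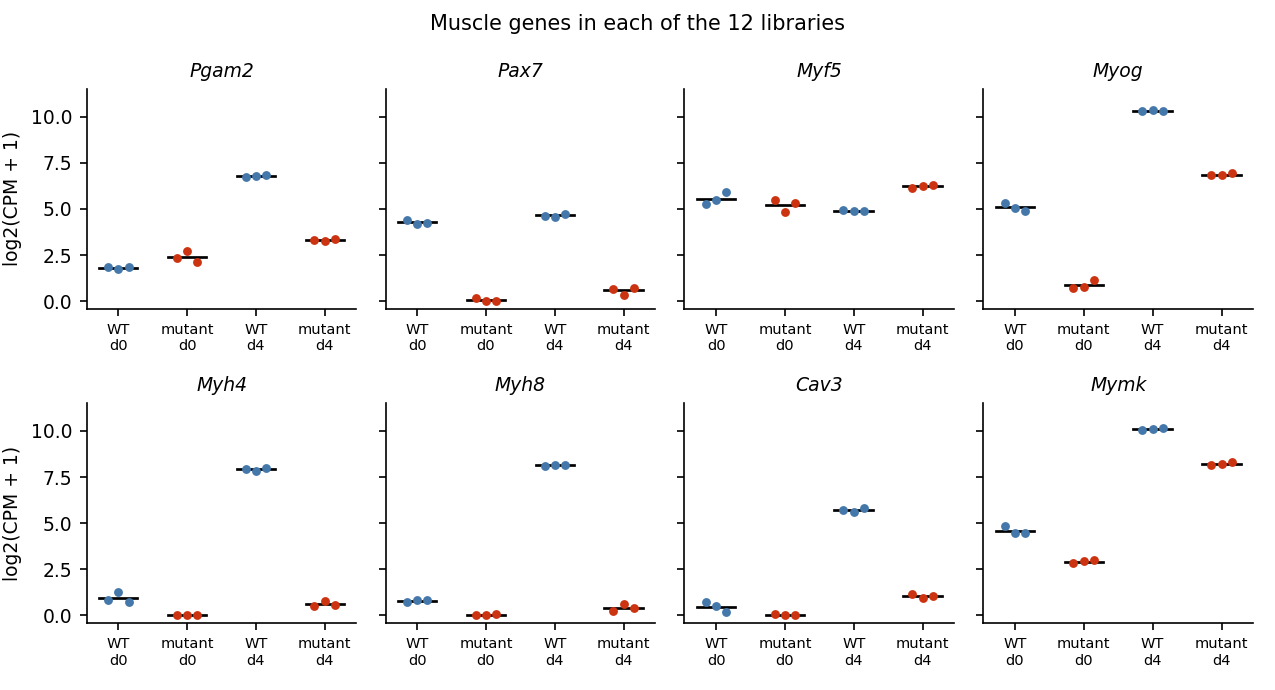
Levels of Pgam2, Pax7, Myf5, Myog, Myh4, Myh8, Cav3 and Mymk as log2(CPM + 1) after TMM normalization over the 12 libraries (y axis), by genotype and day (x axis), with a point per library (n = 3 per group) and a line at the mean of the log2 values. Pgam2 lies between 103 and 113 CPM in WT cells at d4 and between 8.67 and 9.22 CPM in mutant cells.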

**FIGURE 7:**
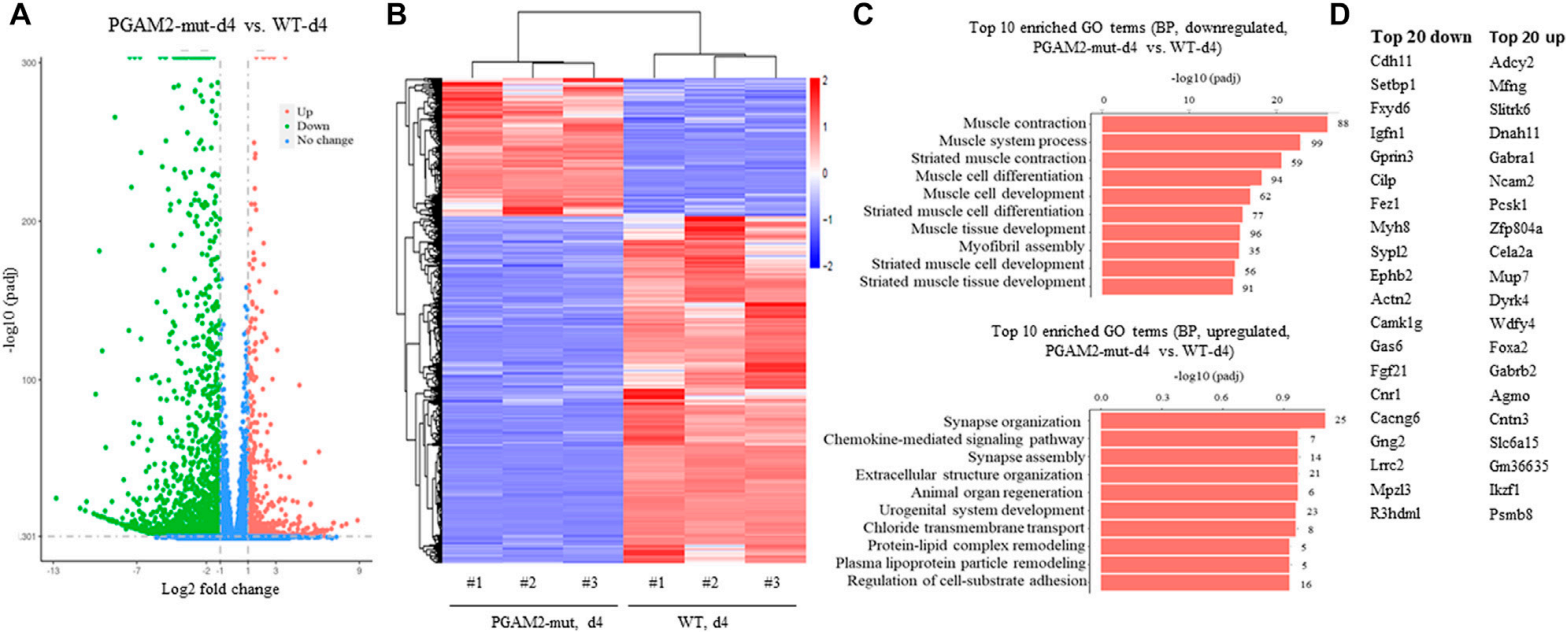
Dysregulated gene expression in PGAM2-K176R mutant C2C12 cells at differentiation day 4. Results of RNA sequencing analysis for WT and PGAM2-K176R mutant C2C12 cells at differentiation day (d)0. **(A)** Volcano plot with a filter of padj <0.05 and a |log2 fold change| = 1 shows the changes in differentially expressed genes (DEGs) in WT and PGAM2-K176R mutant C2C12 cells. **(B)** Heatmap providing a global view of DEGs in WT and PGAM2-K176R mutant cells. **(C)** Top 10 most enriched GO terms in BPs associated with downregulated (top panel) and upregulated (bottom panel) genes in PGAM2-K176R mutant cells compared with WT cells. **(D)** Top 20 most downregulated (left panel) and upregulated (right panel) genes in PGAM2-K176R mutant cells compared with WT cells.

### Naturally occurring missense mutations of PGAM2 impair sumoylation

As mentioned above, PGAM2 mutations have been linked to GSDX in humans. Most of those mutations are caused by premature termination of translation; two of them, E89A and R90W, are missense mutations (Naini et al., 2009). We examined whether these two mutations affect PGAM2 sumoylation. Indeed, Ni-NTA chromatography performed with extracts from C2C12 cells transfected with PGAM2-V5-wt, PGAM2-V5-E89A, or PGAM2-V5-R90W together with flag-SUMO-1-wt or flag-SUMO-1-mut revealed that either of these two mutations (E89A or R90W) reduced PGAM2 sumoylation by approximately 50% (*p* < 0.01 *vs.* WT, Figures 8A,B).

**FIGURE 8:**
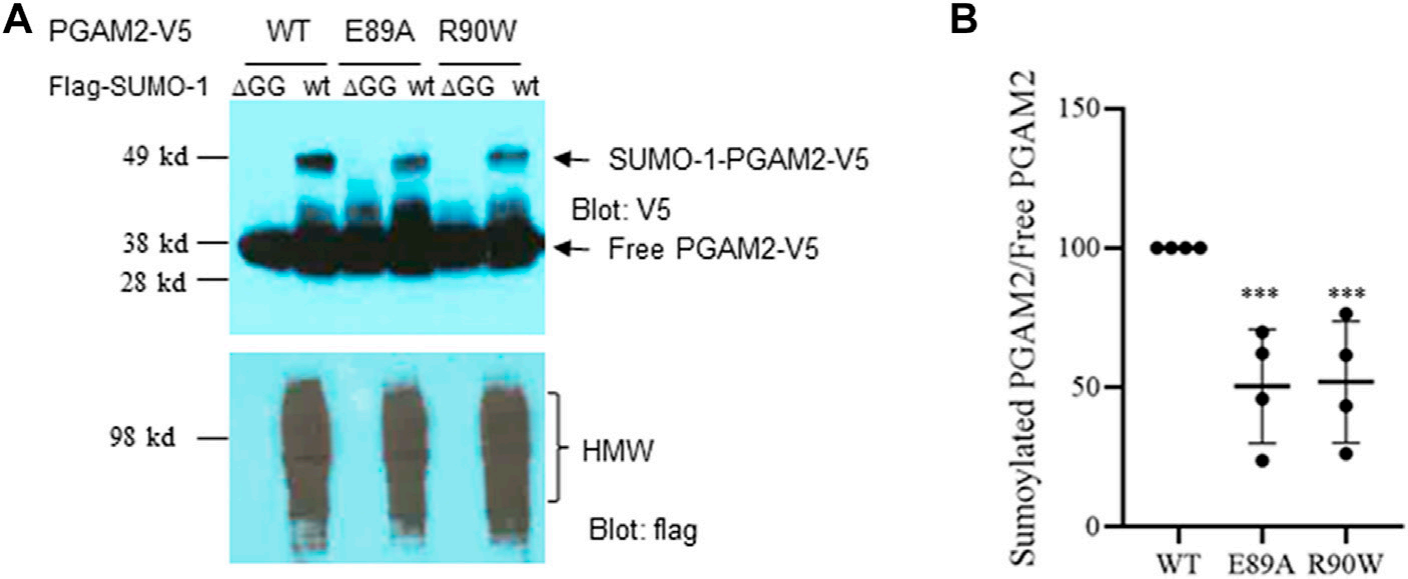
PGAM2 with missense mutations linked with human disease exhibit reduced sumoylation. A Ni-NTA pulldown experiments were performed on C2C12 cells transfected with PGAM2-V5-wt, PGAM2-V5-E89A, or PGAM2-V5-R90W in the presence of flag-SUMO-1-wt or flag-SUMO-1-ΔGG mutant, respectively. Top panel, anti-V5 blot; bottom panel, anti-flag blot. HMW, high molecular weight conjugates. **(B)** Statistical analysis of data shown in **(A)**. Data for sumoylated PGAM2 were normalized to those for free PGAM2, and PGAM2-V5-wt sumoylation was given a value of 100%. *n* = 4 per group. ***p < 0.001 vs WT.

## Discussion

PGAM2 has been well studied for its role in human GSDX, and its activity is known to be mediated primarily by PTMs. In this study, we identified sumoylation, a versatile type of PTM, as a novel PTM of PGAM2 at two major SUMO acceptor sites, K49 and K176. The mutation of PGAM2 K176 to R176 impaired the differentiation capacity of myogenic cells, which was accompanied by compromised glycolysis and mitochondrial function. These findings indicate that the sumoylation of PGAM2 is important for myogenic cells to maintain their full capacity for terminal differentiation and myoblast fusion, as well as for normal energy production.

## PGAM2 and SUMO

We showed that PGAM2 is a novel SUMO substrate at two primary SUMO acceptor sites, K49 and K176, indicating another regulatory layer for the fine-tuning of PGAM2 activity. Notably, the mutation of one lysine abolished sumoylation of the other. Conceivably, the mutation of one site may alter the structure of PGAM2, thereby reducing the exposure of the other SUMO site to the SUMO machinery. Alternatively, sumoylation of one acceptor site may be required for sumoylation of the other site. In addition, we found that PGAM2 was primarily a target of SUMO-1 but only a weak target of SUMO-2, supporting the notion that SUMO-1 and SUMO-2 have differential targets and may potentially play different roles in cellular events.

### PGAM2 sumoylation and myogenic differentiation

PGAM2 is a muscle-specific enzyme; however, its role in myogenic differentiation was not previously explored. To examine how sumoylation affects the role of PGAM2 in myogenic differentiation, we generated a PGAM2-K176R knock-in C2C12 cell line. PGAM2^K176RK176R^ C2C12 cells were able to terminally differentiate, but at a significantly reduced capacity, as indicated by lower levels of Cav3 expression and lower differentiation and fusion indexes than in WT C2C12 cells. At the same time, the expression of Myf5, an important factor for myogenic differentiation, was comparable between WT and PGAM2^K176RK176R^ C2C12 cells. Therefore, we speculated that PGAM2 sumoylation, at least on K176, is required for full myogenic differentiation and myotube fusion, but that PGAM2 mediates downstream effectors or signaling independently of Myf5 to modulate myogenic differentiation. Given our findings, w further hypothesize that PGAM2 is required for myogenic differentiation, which can be studied in the future by generating PGAM2-null C2C12 cells and mouse.

In this study, we mutated only K176 and not K49 because we found that K176 is more highly conserved across orthologs and paralogs than is K49, although this does not rule out the possibility that K49 is also important for terminal myogenic differentiation. Because of technical difficulties, we were not able to detect the sumoylation of endogenous PGAM2 during myogenic differentiation. However, in a recent study in which mass spectrometry was used to identify SUMO targets during adipocyte differentiation, five potential SUMO sites were discovered on PGAM2, including K176 (Zhao et al., 2022). This suggests that the sumoylation of K176 is involved in adipocyte differentiation, which is consistent with our findings. Previous studies in which the role of SUMO substrates in myogenic activity was examined involved the overexpression of sumoylation-deficient substrates such as Pax7, MyoD, and G9a (Luan et al., 2013; Joung et al., 2018; Srinivasan et al., 2019). This study is the first to our knowledge in which a single SUMO site knock-in mutation of an endogenous substrate has been analyzed in C2C12 cells to study the effect of a sumoylation-deficient substrate on myogenic differentiation in a physiologic setting.

As noted, myogenic differentiation was accompanied by increased PGAM2 expression. However, the expression of PGAM1, the brain isoform of PGAM, did not significantly increase during myogenic differentiation. These observations suggest that PGAM1 and PGAM2 may play different roles in myogenic differentiation. Whether and how the differential expression of PGAM1 and PGAM2 contributes to their respective roles in myogenic differentiation or even myogenesis *in vivo* remains unknown and merits further exploration in the future.

### PGAM2 sumoylation and energy production

Myogenic differentiation requires high mitochondrial activity (Wust et al., 2018), accompanied by increased glycolysis (Kim et al., 2010; Fortini et al., 2016). Moreover, glycolysis promotes myoblast fusion during embryogenesis *in vivo* (Tixier et al., 2013), and the inhibition of mitochondrial activity with chloramphenicol in QM7 cells (an avian myoblast cell line) or with ethanol in monkey myoblasts impaired myogenic differentiation (Rochard et al., 2000; Levitt et al., 2020). In addition, increased Warburg-like glycolysis was shown to be associated with activated satellite cells, which are myogenic stem cells, after muscle injury (Fu et al., 2015). These findings collectively suggest the positive role of metabolic activation in myogenic differentiation. Although we found that the K176R mutation of PGAM2 reduced the capability of myogenic cells to terminally differentiate, the exact underlying mechanisms was unclear. Given the important role of mitochondrial function and glycolysis in myogenic differentiation and PGAM2’s role in glycolysis, we examined the effects of PGAM2-K176R mutant on the glycolytic rate and mitochondrial stress with the widely adopted Seahorse glycolytic rate and mitochondrial stress assays. We found that PGAM2^K176R/K176R^ C2C12 cells exhibited a lower glycolytic rate than did WT C2C12 cells, as demonstrated by their reduced basal glycolysis, reduced basal PER, and reduced compensatory glycolysis. No significant difference was seen in % PER from basal glycolysis, indicating that glycolysis remained the primary energy production program in PGAM2^K176R/K176R^ cells. In addition, compared with WT C2C12 cells, PGAM2^K176R/K176R^ C2C12 cells exhibited compromised mitochondrial function, as revealed by decreased basal OCR, spare respiratory capacity, proton leak, and ATP production. Thus, we postulate that deficient mitochondrial function and impaired glycolysis underlie the compromised terminal differentiation of PGAM2^K176R/K176R^ C2C12 myogenic cells.

In the present study, we also found that the PGAM2-K176R mutation impaired glycolysis in P19 cells, a cancer cell line. PGAM2 exhibits a well-defined role in the Warburg effect (Mikawa et al., 2020), which is closely associated with cancer growth and metastatic progression. It is of great interest to investigate further whether PGAM2^K176R/K176R^ P19 cells have impaired cell growth and/or compromised metastatic capability.

## Changes in transcription profiles and BPs in PGAM2-K176R mutant cells

We systemically analyzed the transcription profiles of WT and PGAM2^K176R/K176R^ C2C12 cells at two different time points during differentiation: d0 (undifferentiated) and d4. Given the differentiation deficiency of PGAM2^K176R/K176R^ C2C12 cells, we predicted that at d0, the genes that drive myogenic differentiation would be downregulated in these cells. Indeed, *Unc5c*, *Ranbp31*, and *Pax7* were among the top 20 most downregulated genes in d0 mutant cells. 

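Ranked by fitted log2 fold change among all genes called lower at d0, Unc5c was at place 10 (log2 fold change -9.67), Ranbp3l at place 20 (-9.17) and Pax7 at place 29 (-8.77). Among genes called higher, Hoxb13 was at place 3 (6.89). Each of these 4 genes had 1 or 2 reads over the group in which it was low, so its fitted fold change depends on the small count that edgeR adds, and the ranks depend on it too.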

Unc5c is a receptor of netrin-1, which promotes myogenic differentiation and myotube formation in satellite cells, which are skeletal muscle stem cells (Suzuki et al., 2021). Ranbp31 is a nuclear export factor that inhibits bone morphogenetic protein (BMP) signaling and thus promotes myogenic differentiation (Friedrichs et al., 2011; Chen et al., 2015). Depletion of Pax7, a transcription factor that governs myogenesis, impairs the myogenic differentiation of satellite cells (Seale et al., 2000; von Maltzahn et al., 2013). In addition, the increased expression of HOXB13, a homeobox transcription factor, suppresses myogenic differentiation (Aspuria et al., 2020). Consistent with the results of our immunofluorescence staining and Western blot analysis showing the deficient differentiation of PGAM2-K176R mutant cells at d4, we found that four of the top 20 BPs that were associated with downregulated genes were muscle related, with involvement in muscle contraction, muscle system process, muscle cell differentiation, and striated muscle contraction. These observations were further supported by our evidence that *Myh8*, another myogenic marker (Tosic et al., 2018), was among the top 20 most downregulated genes at d4 in PGAM2^K176R/K176R^ C2C12 cells. Together, these findings support the premise that the SUMO site K176 of PGAM2 is essential for the full terminal differentiation of myogenic cells.

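Myh8, the perinatal myosin heavy chain (ENSMUSG00000055775, chromosome 11 of mm10 from 67277124 to 67308634), was at 23.7 ± 0.447 FPKM in WT and 0.0298 ± 0.0155 FPKM in mutant cells at d4 (SD, n = 3 in each). In reads it was 730-fold lower, with 15178 over the WT libraries and 21 over the mutant libraries. Its log2 fold change was -4.59 on the log2(FPKM + 1) scale (standard error 0.05, adjusted p = 4.67e-09 from limma), place 13 among the genes called lower. At d0, Myh8 had 48 reads in WT and 1 in mutant cells, a ratio of 41.8 (95% interval 7.15 to 1680).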

### PGAM2 sumoylation deficiency and genetic disease

Several naturally occurring mutations of genes that are involved in human genetic diseases have been reported to alter sumoylation. For example, congenital heart disease–linked *Nkx2.5* mutations impaired sumoylation (Wang et al., 2008), and *Nkx2.5* haplo-insufficient mice with the cardiac-specific expression of sumoylation-deficient *Nkx2.5* mutant developed congenital heart defects (Kim et al., 2011), recapitulating the human cardiac phenotypes. Similar findings were obtained in studies of *Zic3*, a gene important for normal left–right patterning in humans (Chen et al., 2013). In our study, we found that two naturally occurring human missense mutations of PGAM2 resulting in E89A and R90W amino acid replacements significantly reduced PGAM2 sumoylation. These mutations of PGAM2, like the others identified in *Nkx2.5* and *Zic3*, did not affect direct SUMO moiety acceptors; actually, some were quite distant from the primary sumoylation site. A plausible explanation is that these mutations caused conformational changes in the proteins, thereby altering the sumoylation of substrates.

## Data Availability

The data presented in the study are deposited in the NCBI/GEO repository, accession number GSE220249.

# Supplementary material for: Sumoylation-deficient phosphoglycerate mutase 2 impairs myogenic differentiation
**Source:** Front Cell Dev Biol. 2022 Dec 14;10:1052363. doi: 10.3389/fcell.2022.1052363

Alignment of Pgam2 from different species

A

```

tr|Q7T3G4|Q7T3G4_DANRE      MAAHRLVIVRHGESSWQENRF CGWFDADLSEKGL EEA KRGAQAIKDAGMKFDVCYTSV 60
sp|P16290|PGAM2_RAT         -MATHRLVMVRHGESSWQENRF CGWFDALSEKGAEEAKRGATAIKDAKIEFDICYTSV 59
sp|O70250|PGAM2_MOUSE       -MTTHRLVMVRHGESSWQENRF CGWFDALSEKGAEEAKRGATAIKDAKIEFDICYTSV 59
sp|P15259|PGAM2_HUMAN       -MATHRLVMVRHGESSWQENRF CGWFDALSEKGT EEA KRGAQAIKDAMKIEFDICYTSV 59
sp|Q32KV0|PGAM2_BOVIN       -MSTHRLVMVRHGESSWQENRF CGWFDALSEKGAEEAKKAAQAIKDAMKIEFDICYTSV 59
                             :;****:***** *****:***** *:;* ***** :;*:*****

tr|Q7T3G4|Q7T3G4_DANRE      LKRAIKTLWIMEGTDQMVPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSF 120
sp|P16290|PGAM2_RAT         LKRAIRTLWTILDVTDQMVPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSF 119
sp|O70250|PGAM2_MOUSE       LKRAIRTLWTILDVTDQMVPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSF 119
sp|P15259|PGAM2_HUMAN       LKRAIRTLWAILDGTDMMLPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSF 119
sp|Q32KV0|PGAM2_BOVIN       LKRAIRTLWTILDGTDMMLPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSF 119
                             *****:***:;* *****:***** *****:*****
                             K176
                             ↓

tr|Q7T3G4|Q7T3G4_DANRE      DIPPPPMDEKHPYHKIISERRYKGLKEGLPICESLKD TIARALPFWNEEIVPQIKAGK 180
sp|P16290|PGAM2_RAT         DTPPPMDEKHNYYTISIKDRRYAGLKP EELPTCESLKD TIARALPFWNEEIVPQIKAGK 179
sp|O70250|PGAM2_MOUSE       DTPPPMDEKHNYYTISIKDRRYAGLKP EELPTCESLKD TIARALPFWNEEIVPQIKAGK 179
sp|P15259|PGAM2_HUMAN       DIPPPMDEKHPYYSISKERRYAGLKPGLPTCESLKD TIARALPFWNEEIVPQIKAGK 179
sp|Q32KV0|PGAM2_BOVIN       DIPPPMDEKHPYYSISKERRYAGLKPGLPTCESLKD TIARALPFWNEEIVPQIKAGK 179
                             * *****:;* *: *****:***** *:*****:*****

tr|Q7T3G4|Q7T3G4_DANRE      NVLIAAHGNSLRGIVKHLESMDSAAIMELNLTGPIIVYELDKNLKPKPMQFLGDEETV 240
sp|P16290|PGAM2_RAT         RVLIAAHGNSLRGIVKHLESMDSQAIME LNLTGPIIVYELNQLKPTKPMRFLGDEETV 239
sp|O70250|PGAM2_MOUSE       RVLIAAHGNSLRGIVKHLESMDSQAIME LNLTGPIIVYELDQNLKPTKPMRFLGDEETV 239
sp|P15259|PGAM2_HUMAN       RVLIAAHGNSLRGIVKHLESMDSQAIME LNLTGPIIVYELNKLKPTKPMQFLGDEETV 239
sp|Q32KV0|PGAM2_BOVIN       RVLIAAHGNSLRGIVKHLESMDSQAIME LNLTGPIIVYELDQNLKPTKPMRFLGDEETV 239
                             .*:*****:***** ** *****:*****: ***** ***:*****

tr|Q7T3G4|Q7T3G4_DANRE      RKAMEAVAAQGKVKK 255
sp|P16290|PGAM2_RAT         RKAMEAVAAQGKAK - 253
sp|O70250|PGAM2_MOUSE       RKAMEAVAAQGKAK - 253
sp|P15259|PGAM2_HUMAN       RKAMEAVAAQGKAK - 253
sp|Q32KV0|PGAM2_BOVIN       RKAMEAVAAQGKAK - 253
                             *****:*****

```

B

```

sp|Q9DBJ1|PGAM1_MOUSE       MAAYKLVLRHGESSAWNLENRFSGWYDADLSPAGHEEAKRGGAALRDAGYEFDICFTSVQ 60
sp|O70250|PGAM2_MOUSE       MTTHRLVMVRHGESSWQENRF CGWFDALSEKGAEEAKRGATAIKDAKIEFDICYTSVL 60
                             *:***:***** ** *****:***** ** *****:*****

sp|Q9DBJ1|PGAM1_MOUSE       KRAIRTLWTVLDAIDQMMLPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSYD 120
sp|O70250|PGAM2_MOUSE       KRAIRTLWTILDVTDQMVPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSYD 120
                             *****:***** *****:***** *****:*****
                             K176
                             ↓

sp|Q9DBJ1|PGAM1_MOUSE       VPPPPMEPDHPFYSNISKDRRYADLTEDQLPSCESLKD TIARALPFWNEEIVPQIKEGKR 180
sp|O70250|PGAM2_MOUSE       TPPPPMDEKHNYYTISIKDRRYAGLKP EELPTCESLKD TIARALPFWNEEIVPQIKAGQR 180
                             .*****:;* *:*****:***** .:***:***** *****:*****

sp|Q9DBJ1|PGAM1_MOUSE       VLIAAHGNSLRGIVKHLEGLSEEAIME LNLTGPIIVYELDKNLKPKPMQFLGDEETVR 240
sp|O70250|PGAM2_MOUSE       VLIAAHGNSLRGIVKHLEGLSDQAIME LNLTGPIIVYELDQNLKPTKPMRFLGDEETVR 240
                             *****:***** *:*****:***** *****:*****

sp|Q9DBJ1|PGAM1_MOUSE       KAMEAVAAQGKVKK 254
sp|O70250|PGAM2_MOUSE       KAMEAVAAQGKAK - 253
                             *****:*****

```

C

```

sp|P15259|PGAM2_HUMAN       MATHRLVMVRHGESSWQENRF CGWFDALSEKGT EEA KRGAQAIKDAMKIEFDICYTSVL 60
sp|P18669|PGAM1_HUMAN       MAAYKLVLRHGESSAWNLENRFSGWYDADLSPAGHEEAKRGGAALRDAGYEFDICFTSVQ 60
sp|Q8N0Y7|PGAM4_HUMAN       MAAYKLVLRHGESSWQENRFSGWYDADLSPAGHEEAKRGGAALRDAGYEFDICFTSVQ 60
                             *:***:***** ** *****:***** ** *****:*****

sp|P15259|PGAM2_HUMAN       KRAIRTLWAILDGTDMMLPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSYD 120
sp|P18669|PGAM1_HUMAN       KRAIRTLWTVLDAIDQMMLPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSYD 120
sp|Q8N0Y7|PGAM4_HUMAN       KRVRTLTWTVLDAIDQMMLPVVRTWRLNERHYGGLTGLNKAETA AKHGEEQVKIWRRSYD 120
                             *:*****:***** *****:***** *****:*****
                             K176
                             ↓

sp|P15259|PGAM2_HUMAN       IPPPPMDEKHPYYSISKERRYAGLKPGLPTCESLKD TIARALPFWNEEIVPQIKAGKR 180
sp|P18669|PGAM1_HUMAN       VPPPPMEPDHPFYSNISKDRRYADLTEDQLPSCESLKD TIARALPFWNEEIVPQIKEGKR 180
sp|Q8N0Y7|PGAM4_HUMAN       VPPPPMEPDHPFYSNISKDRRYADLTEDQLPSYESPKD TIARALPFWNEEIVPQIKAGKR 180
                             .*****:*****:***** *****:***** *****:*****

sp|P15259|PGAM2_HUMAN       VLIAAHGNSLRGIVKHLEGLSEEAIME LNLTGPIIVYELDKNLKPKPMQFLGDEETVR 240
sp|P18669|PGAM1_HUMAN       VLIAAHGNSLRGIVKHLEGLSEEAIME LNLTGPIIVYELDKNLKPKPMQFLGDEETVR 240
sp|Q8N0Y7|PGAM4_HUMAN       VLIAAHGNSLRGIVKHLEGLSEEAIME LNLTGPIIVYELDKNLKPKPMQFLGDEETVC 240
                             *****:***** *:*****:***** *****:*****

sp|P15259|PGAM2_HUMAN       KAMEAVAAQGKAK - 253
sp|P18669|PGAM1_HUMAN       KAMEAVAAQGKAKK 254
sp|Q8N0Y7|PGAM4_HUMAN       KAI EAVAAQGKAKK 254
                             *:*****:*****

```

Generation of K176R KI cell line

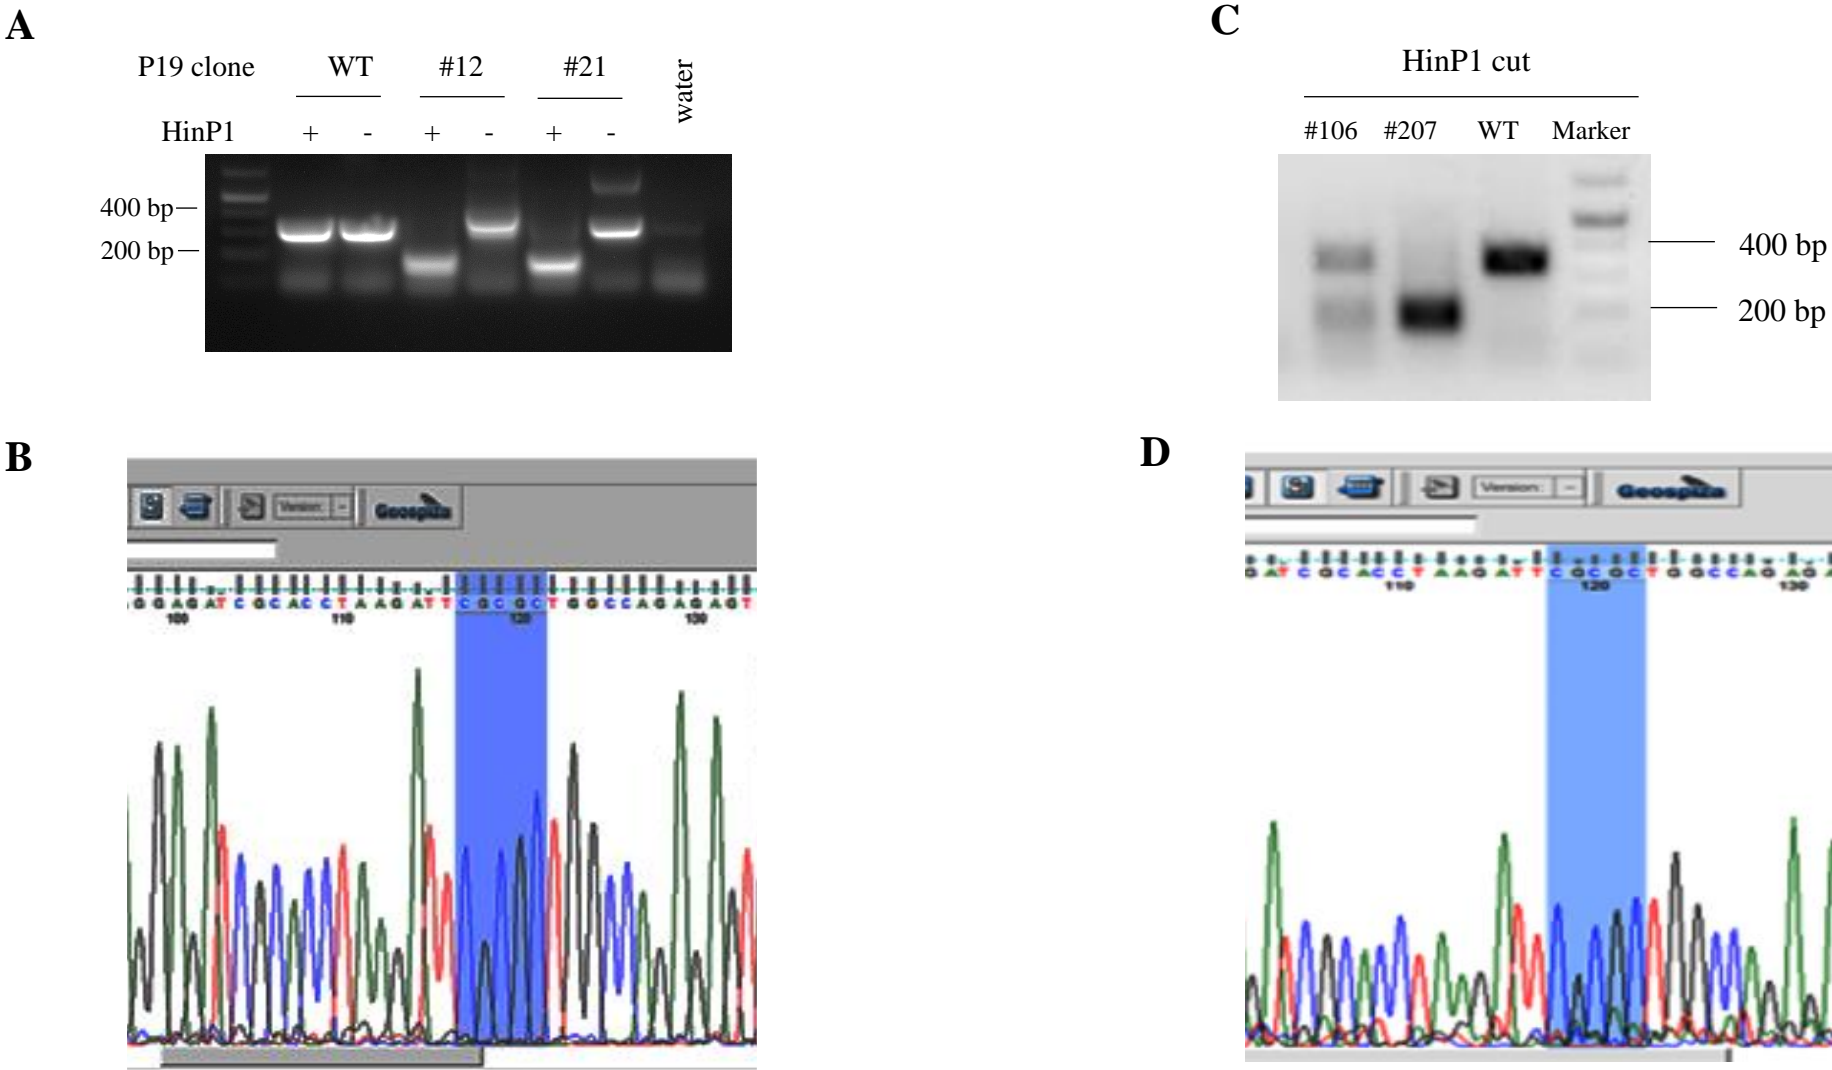

A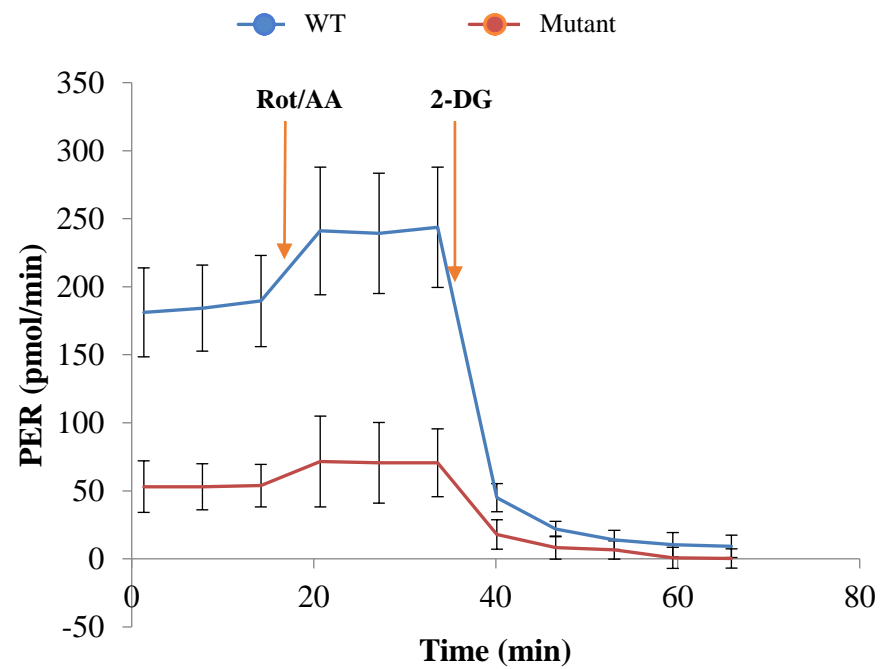**B**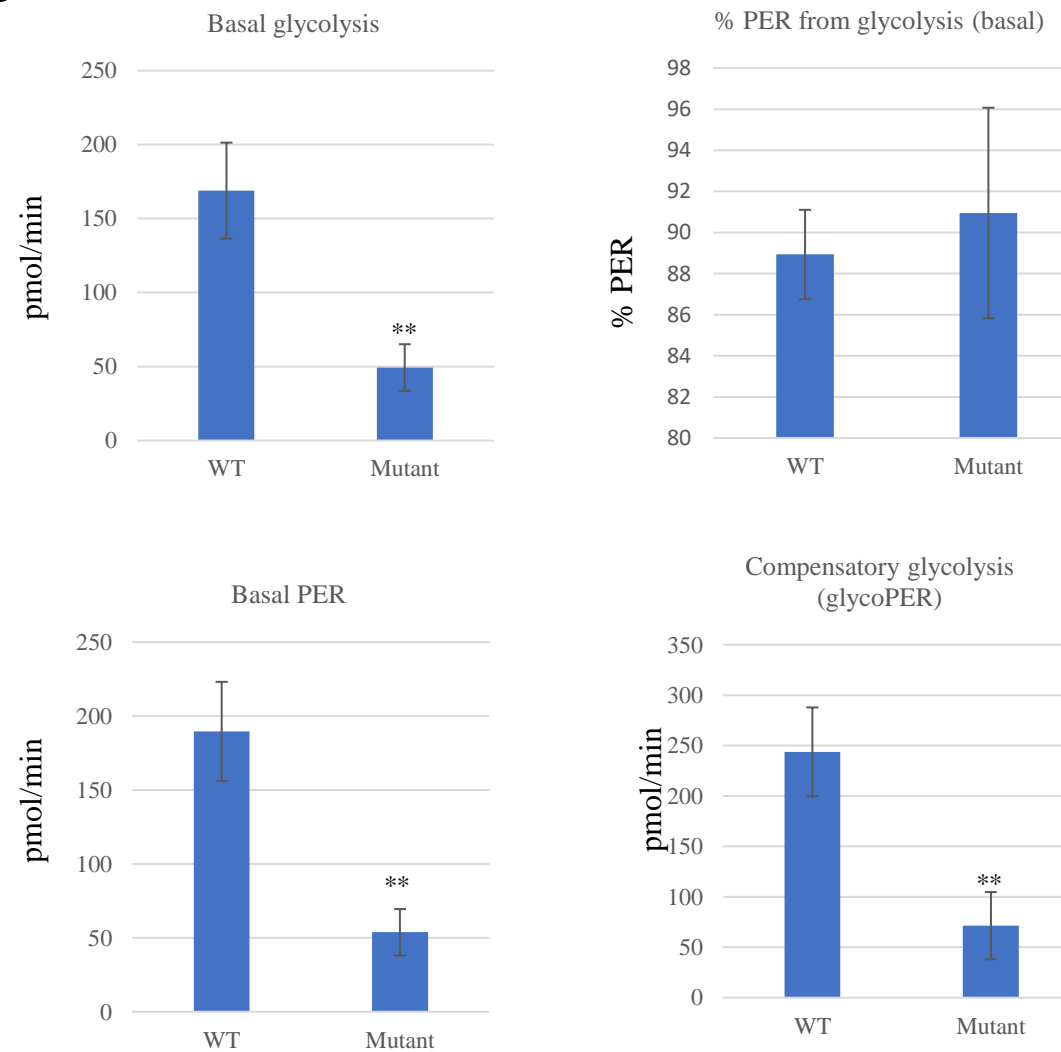

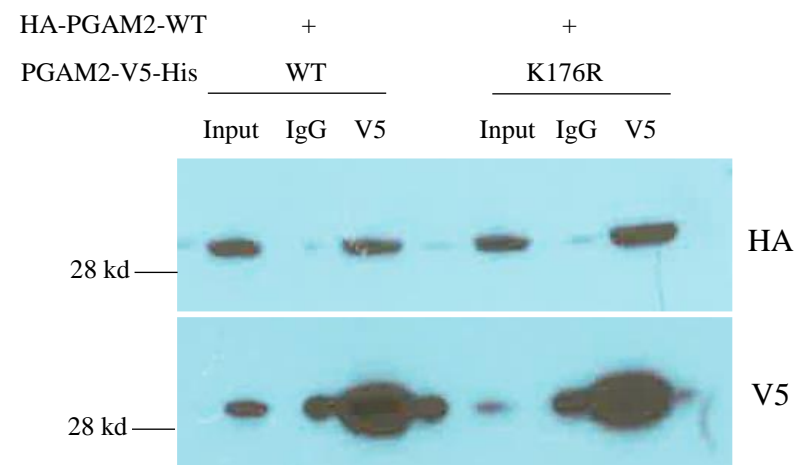

**Supplement:** Supplementary file 1

# Supplementary material for: Sumoylation-deficient phosphoglycerate mutase 2 impairs myogenic differentiation
**Source:** Front Cell Dev Biol. 2022 Dec 14;10:1052363. doi: 10.3389/fcell.2022.1052363

**SUPPLEMENTARY INFORMATION**

**Supplemental Fig. 1 Evolutionary conservation of SUMO sites K49 and K176 in PGAM2 paralogs and orthologs. A** Alignment of PGAM2 ortholog sequences in Danre (Zebrafish), rat, mouse, human and bovine. **B** Alignment of mouse PGAM1 and PGAM2 sequences. **C** Alignment of human PGAM1, PGAM2, and PGAM4 sequences. Clustal Omega ([www.ebi.ac.uk](http://www.ebi.ac.uk)) was used for sequence alignment.

**Supplemental Fig. 2 Generation of K176R knock-in (KI) cell lines. A** Genotyping of two homozygous K176R knock-in P19 cell lines, #12 and #21. PCR was performed on genomic DNA purified from WT cells, clone #12, and clone #21, followed by incubation with or without HinP1 for two hours. Water was used as a negative control. **B** Sanger sequencing performed on PCR product confirmed the presence of the K176R mutation. Only clone #12 is shown. **C** Genotyping of K176R KI C2C12 cell lines #106 (heterozygous KI) and clone #207 (homozygous KI) with HinP1. For genotyping, PCR was performed on genomic DNA purified from WT cells, clone #106, and clone #207, followed by incubation with HinP1 for two hours. Of note, clone #106 has two DNA bands after HinP1 cutting, whereas clone #207 has one short band after HinP1 cutting. **D** Sanger sequencing performed on PCR product from clone #207 confirmed the presence of the K176R mutation.

**Supplemental Fig. 3 Impaired glycolysis in PGAM2^K176R/K176R^ mutant P19 cells.** WT and PGAM2^K176R/K176R^ P19 cells were seeded into 96-well Seahorse cell culture plates and cultured overnight before glycolytic measurements were recorded with the Seahorse XFe96 Analyzer. Three measurements of basal rates were recorded, followed by Rot/AA injections according to the manufacturer’s protocol. Data were automatically generated by the Seahorse XF Glycolytic Rate Assay Report Generator. **A** One representative mitochondrial respiration curve from three independent experiments is shown. **B** PGAM2^K176R/K176R^ mutant cells exhibited reduced basal glycolysis, basal PER, and compensatory glycolysis. No significant difference in % PER from glycolysis (basal) was observed between WT and PGAM2^K176R/K176R^ mutant cells. Data are expressed as mean ± SD. n=6 wells per group. **p<0.01 vs. WT.

**Supplemental Fig. 4 Homodimerization of PGAM2 unaffected by K176R mutation.** Co-immunoprecipitation was performed with anti-flag antibody on whole-cell lysates collected from C2C12 cells overexpressing flag-PGAM2 and HA-PGAM2, followed by Western blot analysis with anti-HA antibody.

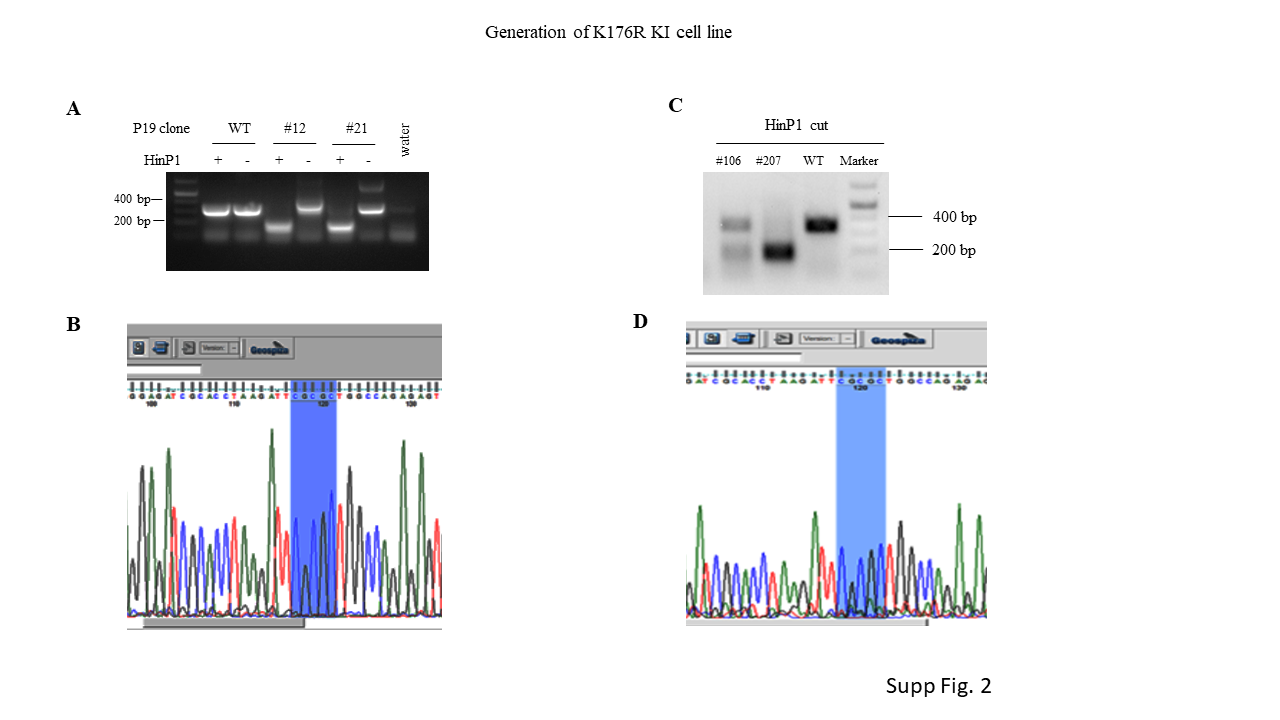

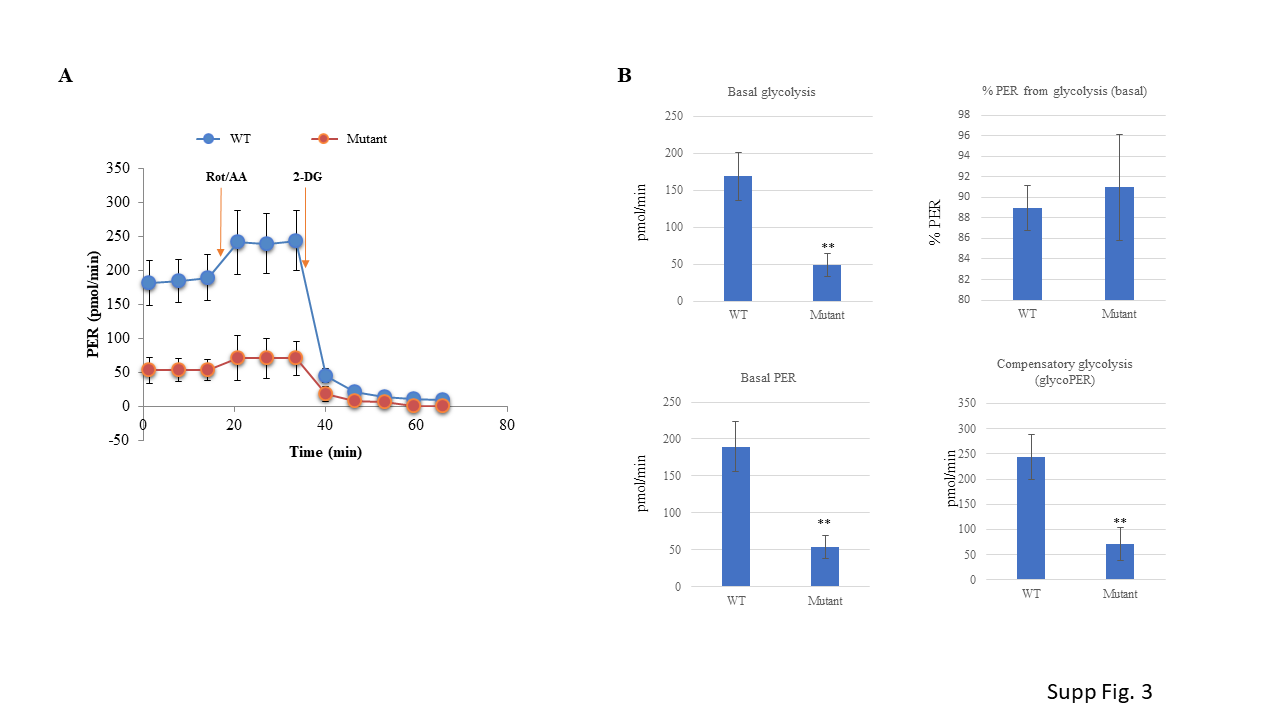

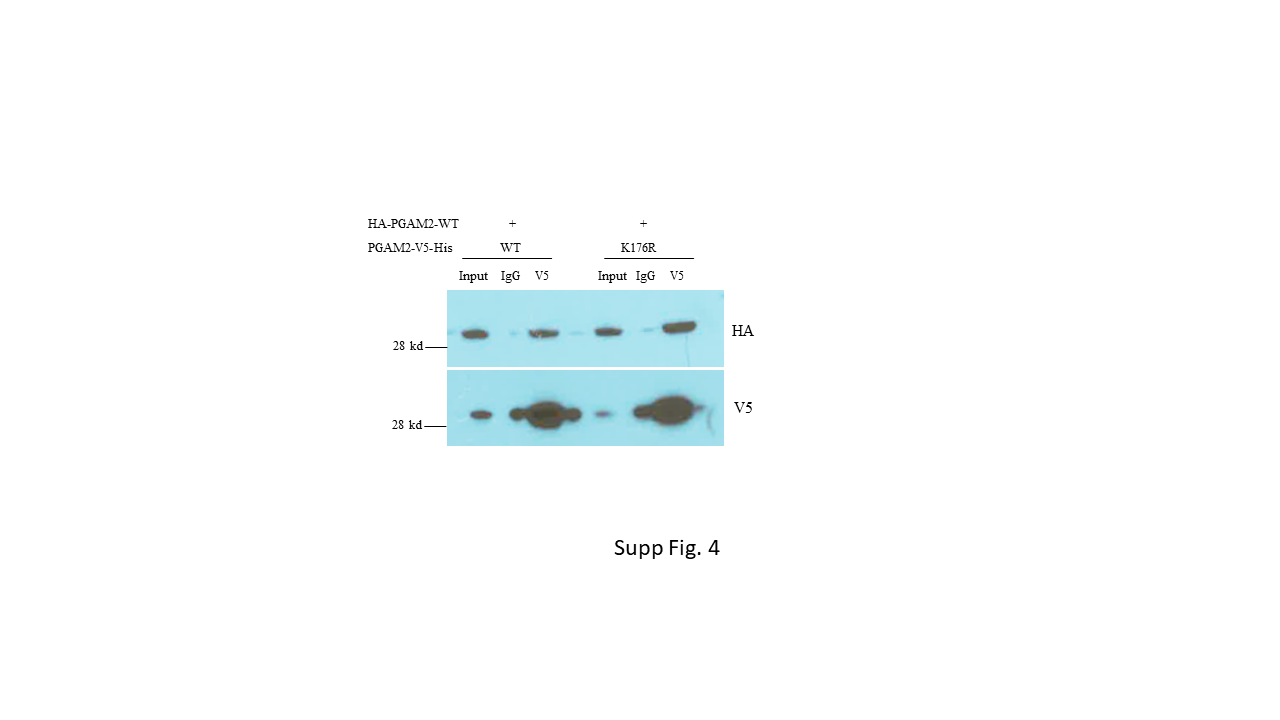

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

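RNA of WT and PGAM2-K176R mutant C2C12 cells at differentiation d0 and d4 was analyzed in 12 libraries, 3 per genotype and day. Each library was assigned to its group by its label, which gives genotype, day and replicate number, and a treatment tag in the labels that follows genotype instead of day was not used. The authors prepared libraries from poly(A) RNA and generated paired-end reads on an Illumina platform. Their processing notes name mm10 and DESeq2 1.20.0, while the aligner, the counting tool and the use of strand are not given in the sources used here. The authors deposited read counts per gene, not normalized, for the WT d0, mutant d0 and mutant d4 libraries. The authors also deposited FPKM of all 12 libraries, scaled per kilobase of gene length and by a divisor per library. Within each day this divisor follows DESeq2's size factors, with a relative spread of 3.06e-06% at d0 and 3.25e-06% at d4, against 8.95% and 7.32% for library totals. FPKM of the days were thus scaled separately, so ratios of FPKM between days carry that scaling, and for Pgam2, Pgam1 and Myh4 the ratios in CPM after TMM normalization are given beside them. The tables list genes with at least 2 reads in total for the day. Where reads or CPM of a day are given, a gene missing from that day's table was taken as having 0 reads there. Comparisons of days, the interaction, the share of induced genes and fits of all 12 libraries used only the 21774 genes listed at both days. Of 3013 genes listed at d4 alone and 2180 at d0 alone, 70 and 15 had a mean above 10 reads. Genes listed at 1 day alone could not be called between days.

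In the table of the WT d4 libraries, 3 count columns bear the names of the mutant d4 libraries and were not used. Reads of the WT d4 libraries were worked back from FPKM, gene length and the divisor, within a tolerance of 0.01 reads. The plan assumed counts at both days, so with FPKM as the deposited unit the d4 comparison was made with limma on log2(FPKM + 1), for genes with at least 0.5 FPKM in 3 or more libraries. Fold changes on this scale understate the change of genes with low levels. The d0 comparison and the comparison of days within mutant cells used edgeR's quasi-likelihood test on the deposited counts with TMM normalization and edgeR's filter on low counts. Comparisons of days within WT cells, the interaction of genotype and day, and the share of WT-induced genes that mutant cells also induce used edgeR on reads, with those of WT d4 worked back, and were set after the unit was known. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. At d4 limma's cutoff of 1 is on the log2(FPKM + 1) scale, which makes it stricter than the paper's for genes with low levels. Interaction values are the mutant log2 fold change from d0 to d4 minus that of WT cells.

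Before the data were examined, 28 gene lists were fixed. They cover the sarcomere, excitation-contraction coupling and the neuromuscular junction, myogenic transcription factors, myoblast adhesion and fusion, satellite cell genes, glycolysis, nuclear and mitochondrially encoded oxidative phosphorylation, the TCA cycle, mitochondrial organization, ribosome biogenesis, the cell cycle, the SUMO pathway, BMP and Wnt signalling, the extracellular matrix, the interferon response, p53 targets and HOX clusters. Others hold markers of other cells, namely pancreatic beta cells (genes that Fig. 6D or 7D print, and genes they do not), acinar, alpha and delta cells, P19 and other pluripotent cells, germline genes, adipocytes, osteoblasts and chondrocytes, fibroblasts and smooth muscle, neurons and glia, and blood, endothelium and epithelium. The beta-cell list was chosen after its names were read in the figures. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over all lists of a comparison, and again with an estimated correlation and with fry. No ontology annotation was used, so pathway statements of the paper are set beside these lists. Genes named in the text were chosen by a rule fixed at the same time, apart from those said to be chosen after their values were seen. Some genes that the rule takes are not reported here. The rule takes the genes that the paper names for RNA sequencing, Cav3 and Myf5, and in each comparison of genotypes the 8 largest changes in each direction among protein-coding genes past both thresholds, with groups that do not overlap and a mean of at least 5 CPM or 1 FPKM in the higher group. It further takes, for each list, up to 4 called members with the largest changes at the same minimum and up to 3 members not called with the highest mean.

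Alternatives were DESeq2, RLE size factors or quantile normalization, no filter on low values, pseudocounts of 0.1 and 5, no fold change threshold, a test against a log2 fold change of 1, the replicate number as a block, all 12 libraries in 1 fit, and leaving out each library in turn. A change of direction was counted as reversed only where the value was called under one of the settings. Replicates differed by more than the sampling noise, with chi-square per degree of freedom from 3.3 to 23.5 over genes with at least 20 reads in a pair, so every library was counted on its own. Total reads per library were 20823648 to 21412560 for WT d0 (median 21385344), 17695434 to 19802274 for mutant d0 (17902572), 16165803 to 19991460 for WT d4 (19549729) and 16098407 to 20748164 for mutant d4 (19440261), and this depth limits what can be said of genes near 0 reads. The common dispersion was 0.0123 at d0 and 0.00329 at d4 on reads. The tests were checked on simulated data with genes changed by a log2 fold change of 1.5 or 3. Changed genes had a mean above 20 reads, and all genes were drawn with the common dispersion of the comparison. The simulation thus lacks variation shared between libraries or particular to a gene, and does not cover genes near 0 reads. For d0 edgeR recovered 100% at both sizes (13908 genes), and for d4 limma recovered 84.4% and 95.7% (13276 genes), where edgeR on reads recovered 100% (14185 genes). For days in WT cells (14221 genes) and in mutant cells (13714 genes) 100% were recovered, and for the interaction 97% and 100% (14617 genes). A group with 0 reads was set at 3 reads over the group to bound a fold, and groups with 1 to 3 reads have exact 95% intervals of the ratio, for counting error only. Of 26967 gene identifiers, 26956 were found in GENCODE M21 (mm10), 26237 with the same coordinates and strand. In the tables 26 gene symbols had turned into dates and were restored by identifier, and 19 symbols are shared by 2 or more identifiers. Fold changes are uncertain where genes overlap or lie antisense to each other. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.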

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

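The tests of the shares of beta-cell, P19 and germline genes called higher were set before their results were seen, and the other tests in this part, on reads per library, histone and structural RNAs, chromosomes, the interaction and other splits of the libraries, were chosen after. The numbers of permutations for chromosomes and of splits for the interaction were raised after a first run. The tests of a single source of beta-cell genes and of structural RNAs replaced narrower ones after the results of those were seen, and the explanation by carry-over was narrowed to all classes alike after a first value was seen.

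Transcripts of pancreatic beta cells and of the germline, which the paper prints in Fig. 6D without discussing them, were present in mutant libraries at d0, with Ins2 at a mean of 7.17 CPM and Rhox5 at 21.6 CPM. On the d0 reads, a single source outside the mutant cells for all 10 beta-cell genes printed in the figures cannot be told apart from expression in the clone. Such a source would keep their reads in 1 ratio over the libraries. A share of 0.17 of 20000 sets of 10 other genes with like read totals varied as much over them (chi-square 51.5, median of the sets 34.5). Each gene of these sets can vary on its own between libraries, and genes high in replicate 3 were not left out. Such sets can vary more than genes of 1 source would, so this share cannot decide for or against a single source. Against counting error alone the ratios did differ (chi-square p = 0.0001 from 20000 resamples), with replicate 3 to replicates 1 and 2 at 2.55 for Ins2 (95% interval 2.08 to 3.14), 1.08 for Pcsk1 (0.736 to 1.58) and 0.817 for Foxa2 (0.568 to 1.16). At d4 mutant libraries had 0 reads of Ins1, Iapp, Chga, Pcsk2 and G6pc2. They had 388 of Ins2, 63 of Pcsk1, 46 of Foxa2, 20 of Glp1r and 6 of Prlr. WT d4 libraries had 187 reads of Ins2, 3 of Glp1r and 0 of the other genes. The genes thus did not keep their d0 proportions at d4, which argues against 1 source of all 10 at both days. A source in the d0 libraries alone stays open. RNA from beta cells for part of these genes stays open as well, since 42.9% of tested beta-cell genes that the figures do not print were higher (3 of 7, exact interval 9.9 to 81.6). Exact intervals of shares, here and below, treat the genes of a list as independent. For RNA from P19 cells, Pou5f1, Lin28a, Dppa5a and Utf1 were named in advance as genes that would be higher. Together they had 4 reads in mutant and 0 in WT libraries at d0. Ins2 had 94, 80 and 212 reads in mutant replicates 1, 2 and 3. These values argue against P19 RNA as the source of the Ins2 reads at d0. Of the P19 genes listed, 15% were higher (3 of 20, interval 3.21 to 37.9, with 5 tested). That interval includes the bound of 20% set before, so the share alone cannot decide. A loss of silencing in the mutant clone stays open. Of the germline genes listed, 10% were higher (3 of 30, 2.11 to 26.5, with 8 tested), and this interval includes the same bound. Both shares are over listed and not over tested genes.

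Mutant replicate 3 at d0 stood apart in RNAs that mostly lack a poly(A) tail, with Rn7sk (7SK RNA) at 225 CPM against at most 7.89 CPM in the other d0 libraries. In it, 51 histone genes had a median log2 ratio of 2.29 to replicates 1 and 2 (95% bootstrap interval 1.87 to 2.66). Of 24 histone genes tested at d0, 6 were called higher in mutant cells with this library and 0 without it, and Fig. 6C prints nucleosome assembly among upregulated terms. The tables argue against more cells in S phase, since 13 S-phase genes had a median log2 ratio of 0.01 (-0.04 to 0.05). Such RNAs carried into this library cannot be told apart from a biological difference of this culture, since 26 small structural RNAs, 7SK and 7SL included, had a median log2 ratio of 0.72 (0.07 to 1.4), and 0.50 (0.02 to 0.97) without 7SK and 7SL, so that the bound of 1 for a carry-over of all classes alike lies within the first interval and just above the second. Gm26917, a noncoding RNA, was also high in this library, at 3611 CPM against at most 424 CPM in the other d0 libraries.

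Whole chromosomes shifted between genotypes in the same direction at both days, among them chromosome 13, with a median log2 fold change of -0.297 at d0 and -0.273 at d4, and chromosome 16, with -0.305 and -0.264. Over 20 chromosomes and 9104 genes, the medians of d0 and d4 correlated (r = 0.86, rho = 0.83, permutation p = 1e-05 for both, the smallest that 100000 permutations can give), and r was 0.76 without chromosomes 13 and 16. The tables argue against a trend with GC content or gene length, since r was 0.9 after both were removed (rho 0.9, and r = 0.84 without chromosomes 16 and 3). A difference in chromosome copy number between the WT cells and the mutant clone may account for part of it. Medians of genes above the median level at d0 and of genes below it at d4 correlated too (r = 0.84, rho = 0.8, permutation p = 1e-05 and 4e-05, and r = 0.73 without chromosomes 13 and 16). Because the medians over all genes already correlated between days, this outcome was likely beforehand. It cannot tell copy number from other lasting differences between the cells that follow chromosomes. Copy number is a hypothesis found and tested on the same data, 3 such relations were computed, and the largest of their p-values, 4e-05, is also its Benjamini-Hochberg adjusted value.

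The change from d0 to d4 differed between genotypes for many genes, with 1312 higher and 1202 lower in the interaction by edgeR. Of 100 splits drawn from the 200 that are possible, the real one had 2514 genes and the highest other 1503 (1 of 100 as large). Most other splits put WT and mutant libraries in the same group, which widens the spread within groups and can lower their counts. They thus cannot decide whether a random grouping would give as many genes. Ribosome biogenesis genes had a median interaction of -0.70, with 13 of 55 lower and 0 higher (camera adjusted p = 2.71e-11, and adjusted p = 0.0637 with an estimated correlation). For nuclear genes of oxidative phosphorylation the median interaction was -0.627, with 14 of 79 lower and 0 higher (camera adjusted p = 2.6e-12, and adjusted p = 0.284 with an estimated correlation). Genes of the interferon response had a median interaction of 0.943, with 13 of 29 higher and 0 lower (camera adjusted p = 7.31e-04, and adjusted p = 0.111 with an estimated correlation). The satellite cell list had a median interaction of 0.894, with 7 of 17 higher and 1 lower (camera adjusted p = 2.40e-04, and adjusted p = 0.0728 with an estimated correlation). The list counts were the same adjusted over the list alone.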

How the results depend on the processing

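The tests on reads at d4, in WT cells between days, of the interaction and of the share of induced genes, and all other splits of the libraries, were chosen after the data were seen. No called result changed direction: of 229 alternatives to 19 counts and values 190 stayed within 1.5 times or 1 SD and 39 moved, of 1455 for 137 list results 73 lost and 55 gained a call, and of 20526 for 1448 results of named genes 306 lost and 601 gained a call. Of named genes called at d0, 95 of 115 were called under every alternative in which they were tested, and at d4 73 of 113. Alternatives in which a filter dropped a gene were not counted against it. Without a fold change threshold, genes higher and lower were 2834 and 3330 at d0, 3500 and 3886 at d4, 4293 and 4678 between days in WT cells, 5066 and 5281 in mutant cells, and 3315 and 3520 in the interaction, because fewer conditions apply. Tested against a log2 fold change of 1, they were 179 and 786 at d0, 90 and 507 at d4, and 478 and 518 in the interaction, and 1126 were lower between days in WT cells. At d4 a pseudocount of 0.1 gave 497 and 1193 and one of 5 gave 70 and 369, since it shrinks the change of low genes. Reads gave 721 and 1537 by edgeR, 690 and 1760 by DESeq2, and 747 and 1638 with all 12 libraries in 1 fit, and quantile normalization 300 and 706, and the cause was not tested. Leaving out 1 library gave 406 to 517 genes higher and 1243 to 1423 lower at d0, and 206 to 246 and 572 to 801 at d4. At d4 the filter of 3 libraries also drops genes on in 1 genotype alone once a library of that genotype is left out. Lists past camera's threshold were 17 of 28 at d0, 12 of 26 at d4, 8 of 27 between days in WT cells, 13 of 28 in mutant cells and 15 of 28 in the interaction. With an estimated correlation these were 4, 1, 2, 9 and 0, and with fry, which compares no list with other genes, 22, 24, 22, 21 and 17. At d4 leaving out 1 library gave 7 to 12 lists, with 7 without mutant replicate 2, and the cause was not tested. The share of induced genes was 64% by the adjusted p alone and 49% to 54.7% without 1 library (49% without WT d0 replicate 1, 50.3% without WT d0 replicate 2 or WT d4 replicate 3), and the cause was not tested. Replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated at -0.737, -0.481 and 0.142 at d0 and at 0.03, -0.003 and -0.038 at d4, while unlike numbers reached 0.725 (WT replicate 1 with mutant replicate 2) and 0.653 (WT replicate 2 with mutant replicate 1) at d0, where no WT library correlated best with its own number. The d0 libraries thus share variation across genotypes that does not follow the number, and the cause was not tested. With the replicate number as a block, genes higher and lower were 408 and 1249 at d0, 238 and 794 at d4, and 1268 and 1175 in the interaction, and 13 lists passed at d4. Other splits of 3 libraries against 3 are 10, too few for a share under 0.05: the real and the highest other counts were 1704 and 0 genes at d0 (1 of 10 as large), 1025 and 2 at d4, 3663 and 0 between days in WT cells, 4738 and 0 in mutant cells, and 17 and 16 lists at d0 and 12 and 5 at d4. DESeq2 and RLE size factors on FPKM, pseudocounts on counts and the authors' p-values were not run. Of 83 list medians, 4 had members with 0 reads in a group and 1 changed with these at their bound, by 0.159. Depth limits genes near 0 reads, whose folds are bounds or have wide intervals.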

Differences from the paper's values

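The tests on reads at d4 named in this part were chosen after the values were seen. At d4 the paper reports 700 upregulated genes, and limma gave 233 past the same cutoffs on the log2(FPKM + 1) scale. This scale understates the change of genes with low levels, so its cutoff of 1 is stricter for them than the paper's. DESeq2 on reads, the package that the paper used, is given below. For downregulated genes at d4 the paper's value is 1747, and limma gave 792. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 497 and 1193, within 1.5 times the paper's values. Quantile normalization (300 and 706), no filter on low values (223 and 788), a pseudocount of 5 (70 and 369), no fold change threshold (3500 and 3886), a test against a log2 fold change of 1 (90 and 507), the replicate block (238 and 794) and leaving out any 1 library (206 to 246 and 572 to 801) did not. On reads, with those of the WT libraries worked back from FPKM, edgeR gave 721 and 1537, DESeq2 690 and 1760, and edgeR with all 12 libraries in 1 fit 747 and 1638, which were chosen after seeing the values, and the edgeR test drops 0 of the 20 downregulated and 0 of the 17 tested upregulated genes of Fig. 7D. Of genes that limma did not call, Cnr1 (-0.84) among the downregulated genes of Fig. 7D and, among the upregulated ones, Mfng (0.99) and Psmb8 (0.82) were under the fold change threshold, Mpzl3 was under the filter on low FPKM, and edgeR on reads called these 4.

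For the ratio of d4 to d0 in WT cells, Fig. 2A shows about 22 for PGAM2, read by eye, and the FPKM gave 42.4. For PGAM1 it is about 0.85 in Fig. 2A, read by eye, and 0.40 here. For MYH4 it is about 690 in Fig. 2A, read by eye, and 255 here. The alternatives set before the data were examined, CPM after TMM (43.0, 0.405 and 258) and leaving out any 1 library, all differed from the figure too. The paper states that transcripts of PGAM1 were not significantly changed with differentiation, and here Pgam1 was called lower at d4, with a log2 fold change of -1.26 from edgeR. For PGAM2 and MYH4 the direction was that of the paper.

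The paper places Pax7 in its list of the most downregulated genes at d0, and here Pax7 was at place 29 of the genes called lower, with Unc5c at 10 and Ranbp3l at 20 inside that list. These places are from edgeR and depend on the small count that it adds, since the genes had few reads in mutant cells. The paper used DESeq2, from which no places were taken here. In its text the paper gives ribosome biogenesis and mitochondrion organization as the main processes of genes upregulated at d4. Here, by the adjusted p alone, 6 of 55 ribosome biogenesis genes were higher and 20 lower at d4, and 2 of 34 genes of mitochondrial organization were higher and 17 lower, while at d0 44 of 55 and 19 of 35 were higher in mutant cells. The paper's genes had to pass a fold change threshold as well, so these counts are not on its terms. Past both thresholds at d0, 4 of 55 ribosome biogenesis genes were higher and 0 lower. Of the 35 genes of mitochondrial organization, 0 were higher and 0 lower. The calls of both lists at d0 ended with an estimated correlation (adjusted p = 0.078 and 0.15), and at d4 that of mitochondrial organization did (0.237), also on reads by edgeR (0.201). The upper terms printed for upregulated genes in Fig. 6C and 7C, such as cell-cell adhesion and synapse organization, also differ from those named in the text.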

Other observations

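The comparison of days in WT cells and the interaction were set after the data were seen, and the comparison of days in mutant cells was set before. From d0 to d4 in mutant cells, 2382 genes rose and 2356 fell by edgeR, of 13755 tested. Genes of ribosome biogenesis fell in mutant cells, with 39 of 55 lower, 0 higher and a median log2 fold change of -1.17 (camera adjusted p = 2.19e-13, and 0.0257 with an estimated correlation). Cell cycle genes fell as well, with 33 of 34 lower and a median of -3.64 (camera adjusted p = 1.54e-55, and 0.0024 with an estimated correlation). Excitation-contraction coupling genes rose, with 23 of 25 higher and a median of 2.76 (camera adjusted p = 4.45e-27, and 0.0024 with an estimated correlation), and 16 of 34 extracellular matrix genes rose and 4 fell (camera adjusted p = 9.73e-06, and 0.047 with an estimated correlation). In WT cells, 9 of 35 extracellular matrix genes rose and 3 fell between days (camera adjusted p = 0.00465, and adjusted p = 0.445 with an estimated correlation), with log2 fold changes of 6.47 for the small proteoglycan gene Lum and 4.58 for its relative Dcn. Cilp had 2 reads in WT cells at d0 and 8749 at d4, a ratio of 5000 (95% interval 1380 to 41300). Among p53 targets in WT cells 4 of 18 rose and 1 fell (camera adjusted p = 0.0196, and adjusted p = 0.219 with an estimated correlation), with Cdkn1a at 3.03 and the death receptor gene Eda2r at 3.21. All of these counts were the same adjusted over the list alone.

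Between genotypes at d0, 7 of 25 genes of the interferon response and antigen presentation were lower and 2 higher, and the list did not pass camera (adjusted p = 0.0897), though it did with FPKM in place of counts (0.029). The peptide transporter gene Tap2 had a log2 fold change of -1.89, Bst2, which tethers virions, -1.38 and Tapbp, tapasin, -1.17, while B2m had -0.19. Of 18 p53 targets at d0, 3 were lower and 1 higher (camera adjusted p = 0.153), with Gdf15 at 1.34, Sesn1 at -1.32 and Cdkn1a at 0.43. Counts of both lists were the same adjusted over the list alone. In the interaction, the chemokine receptor gene Cxcr4 had 3.06 (standard error 0.14) and Heyl 1.93 (0.20) among satellite cell genes, and Cox6a2 had -4.20 (0.37), Timm10 -2.02 (0.16) and Ndufs4 -1.26 among mitochondrial genes. Fgf21 had an interaction of -8.00 (standard error 0.47) and Ly6a 3.08 (0.10). Myh4 and Myh8 had 0 and 1 reads over the mutant libraries at d0, too few to tell whether their change between days differed between genotypes.

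Cav3 and Myf5 were measured as protein in the paper, and their transcripts are given here. Cav3, caveolin 3 of the muscle membrane (chromosome 6 of mm10 from 112459505 to 112472872), was at 43.6 ± 3.66 FPKM in WT and 0.936 ± 0.135 FPKM in mutant cells at d4 (SD, n = 3 in each), 43.7-fold lower in reads. Its log2 fold change was -4.52 on the log2(FPKM + 1) scale (standard error 0.08, adjusted p = 2.7e-08 from limma). Myf5, a myogenic factor of myoblasts (chromosome 10 from 107482908 to 107486134), was higher in mutant cells at d4, at 35.5 ± 2.06 FPKM against 13.6 ± 0.28 FPKM in WT cells (SD, n = 3 in each). Its log2 fold change was 1.32 (standard error 0.05, adjusted p = 8.55e-07 from limma), and at d0 it was -0.39 (adjusted p = 0.104 from edgeR).

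Transcripts typical of other tissues were found in some libraries, and these genes were chosen after their values were seen. Alb, albumin of the liver, was at 0 reads in every d0 library, at 9.74, 5.01 and 17.2 CPM in WT d4 replicates 1, 2 and 3 and at 13.8, 32.1 and 33.4 CPM in mutant d4 replicates 1, 2 and 3. Genes of the exocrine pancreas were highest in mutant d4 replicate 2, with Pnlip at 4.80 CPM, Cpb1 at 4.19 CPM and Prss2 at 3.54 CPM, against at most 0.448 CPM for these 3 genes in the other d4 libraries. The lung genes Scgb1a1 and Sftpc were at 2.70 and 1.69 CPM in WT d0 replicate 1. In the first 10000000 bp of chromosome 11, where Pgam2 lies, 57 genes had a median log2 fold change of 0.456 at d0 and 0.40 at d4 between genotypes.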
